# Epigenetic silencing of *TGFBI* confers resistance to trastuzumab in human breast cancer

**DOI:** 10.1186/s13058-019-1160-x

**Published:** 2019-07-05

**Authors:** Sònia Palomeras, Ángel Diaz-Lagares, Gemma Viñas, Fernando Setien, Humberto J. Ferreira, Glòria Oliveras, Ana B. Crujeiras, Alejandro Hernández, David H. Lum, Alana L. Welm, Manel Esteller, Teresa Puig

**Keywords:** HER2+ breast cancer, Trastuzumab resistance, DNA methylation, TGFBI

## Abstract

**Background:**

Acquired resistance to trastuzumab is a major clinical problem in the treatment of HER2-positive (HER2+) breast cancer patients. The selection of trastuzumab-resistant patients is a great challenge of precision oncology. The aim of this study was to identify novel epigenetic biomarkers associated to trastuzumab resistance in HER2+ BC patients.

**Methods:**

We performed a genome-wide DNA methylation (450K array) and a transcriptomic analysis (RNA-Seq) comparing trastuzumab-sensitive (SK) and trastuzumab-resistant (SKTR) HER2+ human breast cancer cell models. The methylation and expression levels of candidate genes were validated by bisulfite pyrosequencing and qRT-PCR, respectively. Functional assays were conducted in the SK and SKTR models by gene silencing and overexpression. Methylation analysis in 24 HER2+ human BC samples with complete response or non-response to trastuzumab-based treatment was conducted by bisulfite pyrosequencing.

**Results:**

Epigenomic and transcriptomic analysis revealed the consistent hypermethylation and downregulation of *TGFBI*, *CXCL2*, and *SLC38A1* genes in association with trastuzumab resistance. The DNA methylation and expression levels of these genes were validated in both sensitive and resistant models analyzed. Of the genes, *TGFBI* presented the highest hypermethylation-associated silencing both at the transcriptional and protein level. Ectopic expression of TGFBI in the SKTR model suggest an increased sensitivity to trastuzumab treatment. In primary tumors, *TGFBI* hypermethylation was significantly associated with trastuzumab resistance in HER2+ breast cancer patients.

**Conclusions:**

Our results suggest for the first time an association between the epigenetic silencing of *TGFBI* by DNA methylation and trastuzumab resistance in HER2+ cell models. These results provide the basis for further clinical studies to validate the hypermethylation of *TGFBI* promoter as a biomarker of trastuzumab resistance in HER2+ breast cancer patients.

**Electronic supplementary material:**

The online version of this article (10.1186/s13058-019-1160-x) contains supplementary material, which is available to authorized users.

## Background

Breast cancer (BC) is the most common cancer in women worldwide and the leading cause of cancer deaths for women [1]. Approximately 15–20% of patients with this tumor overexpress the human epidermal growth factor receptor 2 (HER2) protein [2]. HER2 can activate downstream signaling cascades that induce cell proliferation through the Ras-mitogen-activated protein kinase (MAPK) pathway and inhibit cell death through the phosphatidylinositol 3′-kinase (PI3K)/protein kinase B (Akt)/mammalian target of the rapamycin (mTOR) pathway [3, 4]. Characterizing HER2 as a proto-oncogene, a poor prognostic marker, and eventually as a therapeutic target has dramatically changed BC classification, risk assessment, and treatment [5]. The development of powerful targeted therapies directed specifically at HER2 has improved the survival of patients with both early-stage and metastatic BC.

Trastuzumab (Herceptin®; Genentech, Inc., South San Francisco, CA, USA) is a humanized monoclonal antibody that selectively binds with high affinity to the extracellular domain of human HER2 protein and was the first targeted drug approved for treating HER2+ BC [6]. Although there are currently other anti-HER2 agents available, trastuzumab remains the gold standard for treating this subtype of BC. Despite the clinical benefits trastuzumab treatment in HER2+ BC brings, a large percentage of patients display primary or acquired resistance to the drug. In the last few years, several studies have focused on identifying the molecular mechanisms of trastuzumab resistance, such as aberrant activation of downstream signaling pathways [7] or the HER2 carboxyl-terminal fragments (CTF), also known as p95HER2, which are frequently found in HER2-expressing BC cell lines and tumors [8]. Despite these efforts, the complete picture of the molecular mechanisms triggering trastuzumab resistance in BC remains unclear. Therefore, clarifying these mechanisms and identifying new resistance biomarkers is essential in the advance towards precision oncology in BC and the quest for new treatment options for those patients who do not respond to trastuzumab therapy.

DNA methylation is the most well-known epigenetic modification in humans and has been implicated in regulating the expression of a great variety of critical genes in cancer [9]. For this reason, DNA methylation status has emerged as one of the most promising epigenetic biomarkers for several types of cancer, including BC [10]. These epigenetic markers can be useful in detecting tumors earlier or identifying patients with an increased risk of cancer, as well as evaluating disease progression or predicting the response to anticancer drugs [11]. In the last few years, some significant genes that are inactivated by promoter methylation in BC have been identified, including BRCA1 [12] and RASSF1A [13]. However, the analysis of hypermethylated genes in association with trastuzumab resistance is still a largely unexplored field that holds great potential.

The aim of this study was to evaluate the implication DNA methylation has in trastuzumab resistance and to identify epigenetically regulated genes with potential clinical value as biomarkers for trastuzumab resistance in HER2+ BC patients. To this purpose, we employed an integrative approach with genome-wide DNA methylation (450K array) and a transcriptomic analysis (RNA-Seq) in trastuzumab-sensitive and trastuzumab-resistant cell line models (SK and SKTR). In vitro results were validated in a cohort of 24 HER2+ tumor samples from patients experiencing both sensitivity and resistance to trastuzumab-based neoadjuvant therapy settings. Here, we determine epigenetic inactivation of the *TGFBI* gene by promoter CpG island hypermethylation, which are CpG-rich regions of DNA that are often associated with the transcription start sites of genes, with possible implications for trastuzumab-resistant BC pathways [14]. The hypermethylation of *TGFBI* also suggest its potential clinical usefulness as a biomarker for trastuzumab resistance in HER2+ BC patients.

## Methods

### Cell culture

SKBr3 (SK) and AU565 (AU) HER2+ breast carcinoma cells were obtained from Eucellbank (University of Barcelona, Spain) [15] and the American Type Culture Collection (ATCC, Rockville, MD, USA). SKBr3 and AU565 cells were routinely grown in McCoy’s (Gibco) and Dulbecco’s modified Eagle’s medium (DMEM; Gibco), respectively, and supplemented with 10% FBS (HyClone Laboratories), 1% l-glutamine (Gibco), 1% sodium pyruvate (Gibco), and 100 U/mL penicillin/streptomycin (HyClone Laboratories). Cell lines were kept at 37 °C and 5% CO_2_ atmosphere. Long-term trastuzumab-resistant SK cells (SKTR) and AU565 cells (AUTR) had been previously developed in our laboratory [16, 17]. Resistance was confirmed with cell viability assays. The trastuzumab-resistant SKTR and AUTR cells were maintained in 2 μM of trastuzumab, i.e., a concentration in which parental cells were not viable.

### Patients and tissue samples

*TGFBI* promoter methylation levels were retrospectively evaluated in tumor samples from 24 patients diagnosed with HER2+ BC at the Dr. Josep Trueta University Hospital, Girona (Spain) between 2007 and 2015. The patients were selected from the hospital’s pharmacy database. The selection criterion included patients with early or locally advanced HER2+ BC who had received neoadjuvant treatment with trastuzumab and chemotherapy. Twenty patients had no response or partial response and 4 patients had complete response to trastuzumab *plus* chemotherapy. For all patients, hematoxylin and eosin (H&E)-stained slides from formalin-fixed paraffin-embedded (FFPE) tumor blocks were examined to determine the representative areas of the invasive tumor. Estrogen receptor (ER), progesterone receptor (PR), and HER2 expression had been previously analyzed in the tumors using immunohistochemistry (IHC). For each patient, clinical and histopathological features were obtained: age, stage (TNM classification [18]), histological grade (Bloom-Richardson grading system), menopause status, type of surgery, and relapse.

### 5-Aza-2′-deoxycytidine treatment

Epigenetic signatures are characterized by a very dynamic nature, where DNA methylation has often been shown as a reversible mechanism of transcriptional control by inhibition of enzymes such as the DNA methyltransferases [19]. We performed reactivation treatments using the demethylating agent, 5-aza-2′-deoxycytidine (5-aza-dC, Sigma-Aldrich, St Louis, MO) at 3 μM and 5 μM of 5-aza-dC for 72 h. The medium was changed every day to promote DNA demethylation.

### DNA and RNA isolation procedures

Genomic DNA extraction from cell lines or formalin-fixed paraffin-embedded (FFPE) core biopsies (10 μm) and tissue sections (5 μm) using a QIAamp DNA Mini Kit and Deparaffinization Solution with a QIAamp DNA FFPE Tissue Kit (Qiagen, Hilden, Germany), respectively, were carried out following the manufacturer’s instructions. For the RT-PCR experiments, cells were washed with PBS and then suspended in 1 mL of Qiazol (Qiagen Hilden, Germany) was added. Total RNA was isolated using a GeneJET RNA Purification Kit (Thermo Fisher Scientific) following the instructions provided by the manufacturer. All DNA and RNA samples were quantified using a NanoDrop 2000 Spectrophotometer (Thermo Fisher Scientific).

DNA was bisulfite-modified using an EZ DNA Methylation-Gold Kit (Zymo Research) in accordance with the manufacturer’s recommendations.

### DNA methylation array

Genome-wide DNA methylation analysis was performed using an Illumina 450K DNA methylation microarray (Infinium HumanMethylation450 BeadChip) as previously described [20]. This technique is an epigenomic approach that allows analyzing the methylation profile of the human genome. Bisulfite-converted DNA from SK and SKTR models were used to hybridized on an Illumina Infinium HumanMethylation450 (450K) BeadChip array, following the Illumina Infinium HD Methylation protocol. Sex chromosomes were excluded from the analysis because they usually represent a high source of variation in DNA methylation levels [21]. Data was deposited into the NCBI Gene Omnibus, accession number: GSE123754.

### RNA sequencing

DNA methylation is an epigenetic mechanism that usually affects CpG islands and promoters regulating the expression of the genes. For this reason, a transcriptomic analysis by RNA-Seq was performed. Library construction was performed using an Illumina TruSeq Stranded mRNA Sample Preparation Kit (CAT. No. RS-122-2101, RS-122-2102). Following the transfer of the flow cell to an Illumina HiSeq instrument, a 101-cycle paired-end sequence run was performed using the HiSeq SBS Kit v4 sequencing reagents (FC-401-4002). A detailed description of the analysis is provided in the Additional file 1. Sequencing data have been posted in the Gene Expression Omnibus (GEO) database under accession number GSE114575.

### Bisulfite pyrosequencing

To validate the results obtained from the arrays, bisulfite pyrosequencing analyses were performed. The primers for the PCR amplification and sequencing were designed with the PyroMark assay design software version 2.0.01.15. DNA-bs was amplified by PCR under standard conditions with biotinylated primers (see Additional file 1: Table S1) to convert the PCR product into single-stranded DNA templates. We used a Vacuum Prep Tool (Biotage, Sweden) to prepare single-stranded PCR products following the manufacturer’s instructions. The PCR products were observed in 2% agarose gels before pyrosequencing. Reactions were performed in a PyroMark Q96 System version 2.0.6 (Qiagen, Hilden, Germany) using appropriate reagents and protocols. The methylation value was obtained from the average of the CpG dinucleotides included in the sequences analyzed using a Pyro Q-CpG 1.0.9 (Qiagen, Hilden, Germany).

### Methylation-specific PCR (MSP)

DNA methylation was also validated using the methylation-specific PCR (MSP) using a set of primers designed by the Methyl Primer Express program for each gene analyzed. For each sample, two PCR reactions were produced using the same DNA template: one reaction with methylated primers (M: methylated) and the other with unmethylated primers (U: unmethylated). Commercial methylated human male genomic DNA (CpGenome Universal Methylated DNA, Millipore) was used as a methylated positive control (IVD), and DNA from normal lymphocytes (NL) as a positive control for unmethylated alleles. Primer sequences can be found in Additional file 1: Table S2.

### Gene expression analysis (qRT-PCR)

To confirm the differential regulation of *TGFBI*, *CXCL2* and *SLC38A1* observed in SK and SKTR models used gold standard methodologies for gene expression such as quantitative real-time PCR. Total RNA was reverse-transcribed into cDNA using a High Capacity cDNA Archive Kit (Applied Biosystems). Gene expression levels of selected genes were assessed using a LightCycler 480 Real-time PCR System (Roche) with a LightCycler 480 SYBR Green I Master (Roche). Primers are depicted in Additional file 1: Table S3*.* RT-PCR analyses were performed at least four times, and each gene was run in triplicate. GAPDH was used as an endogenous control to enable normalization.

### Short hairpin interference and ectopic expression assays

For the TGFBI long-term knockdown, two different ShRNAs were specifically designed against *TGFBI* mRNA (NM_000358) in two different loci, by considering a 19-base target sequence and inserted in the pLVX-shRNA2 vector (Clontech). For stable overexpression, the cDNA sequence of TGFBI was amplified from SKWT cDNA and cloned into the pLVX-IRES-tdTomato vector (Clontech). This construction (wild type) was then used as a template to create its mutated version following a PCR-based strategy. Mutations were performed in the RGD domain and the NKDIL (amino acids 354–358), YH18 (amino acids 563–580), and EPDIM (amino acids 617–621) motif in the second and fourth FAS-1 domains [22]. Lentiviral production was performed using the protocol described in Additional file 1. After lentiviral transduction, ZsGreen1-positive or tdTomato-positive cells were sorted by flow cytometry.

### Cell viability assays

Cell viability was determined using a 3-(4, 5-dimethyl-2-thiazolyl)-2, 5-diphenyl-2 h-tetrazolium bromide (MTT) assay. Briefly, cells were plated in their growth medium in 96-well plates at a cell density of 1.5 × 10^3^ cells per well. After 24 h, the growth medium was removed, and, 100 μL of fresh medium containing the corresponding concentration of trastuzumab was added to each well for 5 days. Cell viability was measured using the standard colorimetric MTT assay as previously described [16]. Using the multi-well plate reader Benchmark Plus (Bio-Rad), absorbance was determined to be 570 nm. Data presented are from three separate wells per assay, and the assay was performed at least three times.

### Western blot analysis

We previously demonstrated that different activation patterns of some HER receptors and their downstream signaling proteins are associated with the molecular mechanisms of acquired trastuzumab resistance (SK and SKTR) [16]. For this reason, a panel of the different proteins were analyzed in our models using Western blot analysis. The parental (SK and AU) and resistant (SKTR and AUTR) models were synchronized by starvation in serum-deprived medium (0.5% FBS) for 24 h. Cells were lysed in ice-cold lysis buffer (Cell Signaling Technology, Inc.) with 100 μg/mL phenylmethylsulfonylfluoride (PMSF). Protein concentration was determined with Lowry (DC Protein Assay, Bio-Rad). Equal amounts of protein were heated in LDS Sample Buffer with Sample Reducing Agent (Invitrogen) for 10 min at 70 °C, separated on SDS-PAGE and transferred to nitrocellulose membranes. Protein was detected using primary antibodies (Additional file 1: Table S5). Secondary antibodies, α-tubulin and β-actin, conjugated to horseradish peroxidase were used. The immune complexes were detected using a chemiluminescent HRP substrate [SuperSignal™ West Femto Maximum Sensitivity Substrate (Thermo Scientific™ Inc.) or Immobilon Western HRP Substrate (Millipore Sigma)] and in a Bio-Rad ChemiDoc™ MP Imaging System. Western blot analyses were repeated at least three times and representative results are shown.

### Statistical analysis

Data were analyzed with Student’s *t* test when two groups were being compared or with one-way analysis of variance (ANOVA) followed by Tukey’s honest significant difference (HSD) post hoc test or Tamhane’s T2 post hoc test for multiple comparisons. The non-parametric Kruskal-Wallis test was used when data did not follow normal distribution. When two groups were being compared, the data were analyzed with the Mann-Whitney *U* tests for non-normally independent variables; otherwise, the Kruskal-Wallis test was used for more than two groups. In the patient cohort, we analyzed the *TGFBI *promoter methylation status and its association with the clinical-histopathological characteristics. Patient data were summarized as median (first quartile-third quartile) for continuous variables, and frequencies and percentages for categorical variables. The potential association between clinical-histopathological characteristics and levels of *TGFBI* methylation (low ≤ 20%, high ≥ 20%) or differences in *TGFBI *methylation before and after treatment were analyzed using the Mann-Whitney *U* and Kruskal-Wallis tests for continuous variables and the chi-square or Fisher exact tests, as appropriate, for categorical variables. The correlation between variables was observed using Spearman’s rho coefficient. Characteristic (ROC) curves were used to assess the predictive capacity of the TGFBI marker. ROC curve analysis was performed using MedCalc software Version 18.11.3. The Hosmer-Lemeshow test and calibration plot was assessed with MedCalc and STATA software. Levels of significance were set at *p* < 0.05 and are represented by asterisks, as follows: *p* < 0.05 (denoted as *), *p* < 0.01 (denoted as **), and *p* < 0.001 (denoted as ***). The statistical analysis was performed using the IBM SPSS software (Version 21.0; SPSS Inc.)

## Results

### Genome-wide DNA methylation analysis in trastuzumab-sensitive (SK) and trastuzumab-resistant (SKTR) breast cancer models

The Infinium HumanMethylation 450 BeadChip (450k array) is a validated tool for carrying out epigenomic projects because it allows the methylation status of approximately 450,000 CpGs located throughout the human genome to be detected [20]. Our group recently employed this approach in previous studies aimed at identifying genes regulated by DNA methylation for clinical applications such as biomarkers [23, 24]. Therefore, we took advantage of the 450K array methodology to characterize the DNA methylation profile associated with trastuzumab resistance in BC, and compared a trastuzumab-sensitive (SK) and trastuzumab-resistant (SKTR) BC models (Fig. 1a). The global analysis of the DNA methylation (*β* values) corresponding to the CpG sites with *p* value < 0.01 (469,927 CpGs) showed differences in the scatter plot (Fig. 1b) between SK and SKTR models (*r*^2^ = 0.93) and revealed 27,314 differentially methylated CpGs (Δ*β* ≥ 0.20) between both models. In particular, the number of CpGs that gained (red triangle in scatter plot) and lost (green triangle in scatter plot) a methylation level ≥ 0.20 in SKTR with respect to SK was 14,845 and 12,469, respectively.

**Fig. 1:**
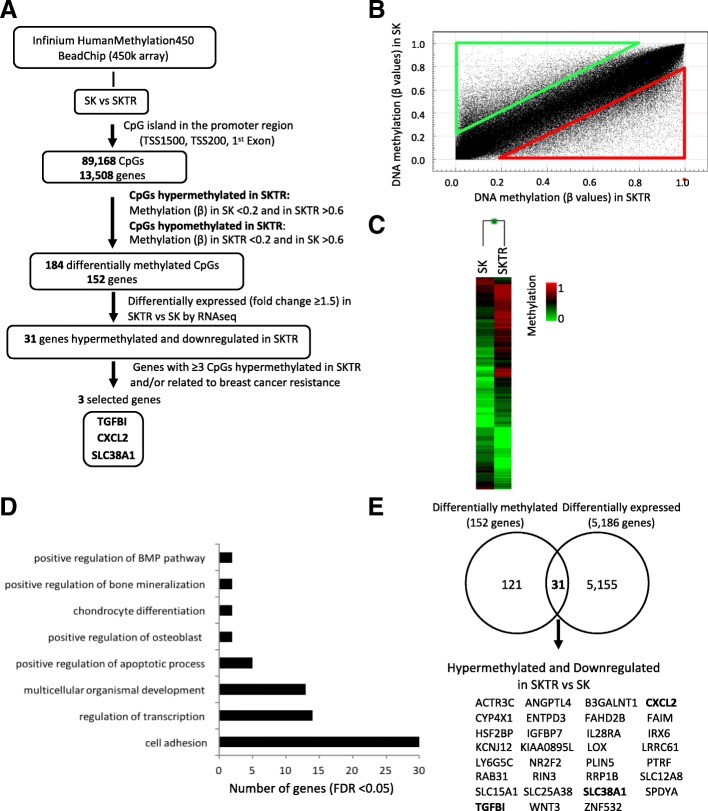
Analysis of the DNA methylation profile associated to trastuzumab resistance in breast cancer cell lines. **a** Schematic flow chart used to identify differentially methylated genes associated to trastuzumab resistance after comparing the sensitive (SK) and resistant (SKTR) to trastuzumab human breast cancer cell lines. **b** Scatter plot representing DNA methylation normalized levels (*β* values) of SK and SKTR cell lines. Red and green triangles indicate the CpGs that gained and lost, respectively, a methylation level ≥ 0.20 in SKTR with respect to SK cells. **c** Supervised hierarchical clustering of the most variable CpGs (Δ*β* ≥ 0.20) from island and promoter regions between the SK and SKTR cell lines. **d** Summary of gene ontology (GO) analysis of the biological process categories for the 152 differentially methylated genes at CpG island and promoter levels between the SK and SKTR cell lines. **e** Venn diagram showing the differentially methylated and differentially expressed genes (obtained by RNA-Seq) between the SK and SKTR cell lines. The name of the 31 hypermethylated and downregulated genes in SKTR is indicated

Therefore, we focused our study on analyzing the methylation levels of the CpG sites located at the regulatory regions corresponding to 89,168 CpGs and 13,508 genes. The supervised hierarchical clustering of the most variable CpGs from promoters and islands (Δ*β* ≥ 0.20) showed a methylation pattern that clearly discriminated between the SK and SKTR models (Fig. 1c). Next, we used more stringent criteria to determine the most differentially methylated CpGs in the promoters and islands, considering in SKTR the CpGs with a methylation level (*β*) in SK < 0.20 and in SKTR > 0.60 as hypermethylated, and in SKTR the CpGs with a methylation level (*β*) in SKTR < 0.20 and in SK > 0.60 as hypomethylated. This analysis revealed 184 differentially methylated CpGs corresponding to 152 genes which, according to a Gene Ontology analysis (GO), were significantly associated (FDR < 0.05) with several biological processes related to cancer, such as cell adhesion pathways (GO:0007155), regulation of transcription (GO:0006355), development (GO:0007275), and control of apoptosis (GO:0043065) (Fig. 1d). To verify whether the methylation observed in these genes had an impact on their transcriptional expression or not, we performed a transcriptomic analysis with RNA-Seq comparing the SK and SKTR models and obtained 1995 overexpressed and 3191 downregulated genes in SKTR displaying a fold change ≥ 1.5 over the SK model. 

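RNA-Seq libraries were made from SK cells, which are SKBr3, an established HER2+ human breast cancer cell line, and from SKTR cells, which are SK cells that became resistant to trastuzumab, an antibody against HER2, during long-term culture and are kept in 2 μM of it. There was 1 library per cell model, so the difference between both cell models has no replicate check, and no p-value is given. The deposited table holds 3 further libraries, labelled as resistant to lapatinib, an inhibitor of the HER2 and EGFR kinases, or to trastuzumab and lapatinib in sequence. The paper does not report on them, and they were used for scaling and are described after the paper. The growth notes in the sample labels describe tumors grown in mice, whereas the sample titles and the paper describe cultured cells, and the libraries were assigned by the titles and the paper. Poly(A) RNA was sequenced on an Illumina HiSeq with 101-cycle paired-end runs, and the authors deposited counts per gene and FPKM on the human genome build hg19. The aligner, the annotation release and the use of strand in counting are not given in the sources used here, so overlapping and antisense genes may share reads. The SK library held 38803655 counts and the SKTR library 22204751 over the 16101 genes of the table, each of which had at least 20 counts in 1 or more of the 5 libraries.
Counts were scaled with edgeR's TMM factors, which were 1.01 for SK and 0.973 for SKTR, and 0.5 counts were added before the log2 ratio was taken. A gene was kept with at least 10 counts in 1 of both libraries, which left 15924 genes. Each ratio was given a 95% exact (Clopper-Pearson) interval conditional on the sum of both counts. Reads are not independent molecules, so the interval covers counting error only, and it compares the libraries and not the conditions. A gene with 0 counts was set at a floor of 3 counts, which is 0.139 CPM (counts scaled to library size) in SKTR, and only the fold from this floor is given for it. The counting bound of such a gene also covers the error of the other count and is lower. In simulated counts for the same comparison, 92.0% of 50 genes made 2-fold different and 58.0% of 50 genes made 1.5-fold different passed the 1.5-fold threshold. Of 15679 simulated genes with no difference, 3.41% passed it by counting error.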

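Most genes of antigen presentation and many of the interferon response were higher in SKTR than in SK cells, while the median gene of ERK pathway output and of the HER2 amplicon was lower. Of 10 genes of HLA class I and antigen presentation, 8 were at least 1.5-fold higher and none was lower, with a median log2 ratio of 1.16. HLA-B and HLA-C, which present peptides to T cells, had log2 ratios of 1.87 (95% counting interval 1.58 to 2.18) and 1.84 (1.59 to 2.10), although reads of these near-identical genes may be counted for each other. TAPBP, which helps to load peptides onto them, had a log2 ratio of 1.38 (1.33 to 1.44). Of 26 interferon-stimulated genes, 14 were higher and 1 was lower, with log2 ratios of 3.83 for BST2, which tethers viruses to the cell surface, and 2.08 for OAS3, a sensor of double-stranded RNA. The medians of both lists lay above those of all 10000 random lists matched on expression. Of 13 immune cell markers, only CSF1R and CD68, markers of macrophages, had values. Both were higher, with log2 ratios of 1.99 and 1.40, and so was ITGAM, an integrin of myeloid cells taken from the list of integrins, at 2.19. Each of the 3 genes had a counting interval above 0. CD68 already had 151 counts in SK, the other markers of the list had no values, and the presence of other cell types was not tested.
Among 19 genes whose RNA follows ERK activity, 7 were lower and none was higher (median log2 ratio -0.39, percentile 0.27 of the random lists). DUSP5 and DUSP4, phosphatases that switch ERK off, had log2 ratios of -2.76 (-3.03 to -2.52) and -1.45 (-1.51 to -1.38), and FOSL1, a subunit of the transcription factor AP-1, had 47 counts in SK and 3 in SKTR (log2 ratio -2.96, interval -5.44 to -1.48). Of 13 genes of the HER2 amplicon on 17q12, 5 were lower and 1 was higher (median -0.32, percentile 0.395). GRB7, an adaptor that binds HER2, was lower (-1.24) and PPP1R1B, a phosphatase inhibitor, was higher (2.14). ERBB2, the gene of HER2 itself, had a log2 ratio of -0.33 (-0.34 to -0.32), EGFR one of 0.57 (0.51 to 0.63) and ERBB3 one of 0.04 (-0.01 to 0.09), all short of 1.5-fold.
Of 11 chemokines, 6 were higher and 3 were lower, with CXCL1 at 14 counts in SK and 153 in SKTR (log2 ratio 4.24) and CXCL10 at a log2 ratio of 3.49. Of 8 basal and myoepithelial markers, 4 were higher and 2 were lower, and they differed in direction: KRT5, a basal keratin, had a log2 ratio of 5.50 (4.32 to 7.62) and TP63, a transcription factor of basal cells, one of -2.17 (-4.22 to -0.79). Of 16 genes of keratinization, 8 were higher and 4 were lower, with KRT16 at 2.19 and S100A7 at -1.83. Among 16 luminal markers, 5 were lower and 3 were higher, with TFF1, a target of the estrogen receptor, at -4.07, GATA3, a luminal transcription factor, at -1.08, and ESR1, the estrogen receptor itself, at 1.31. Of 20 epithelial markers, 16 lay within 1.5-fold.
The largest log2 ratio among genes with at least 200 counts in the higher library was 6.94 (6.17 to 8.03) for GJB2, which encodes a gap junction protein. CYP1A1, an enzyme of xenobiotic metabolism, followed at 5.89, AKR1C2, a steroid-converting reductase whose reads may be shared with its paralog AKR1C3 (4.24), at 5.44, and PDZK1IP1, a membrane protein, at 5.44. IGFBP3, which binds insulin-like growth factors, was at 4.97, the acute-phase genes LBP and ORM1 at 4.85 and 4.45, the pseudogene CYP2T2P at 4.29 and ITGA1, a collagen receptor subunit, at 4.03. GSTT1, a glutathione transferase, had 278 counts in SK and 0 in SKTR, which is at least 51.1-fold lower, and RP11-369C8.1 had 274 and 1 (log2 ratio -6.78, interval -12.55 to -4.75). Of the 10 smallest ratios, 1 was of LRRC61 and 7 were of protocadherin alpha genes (PCDHA1, PCDHA2, PCDHA5, PCDHA8, PCDHA9, PCDHA11 and PCDHAC1). These share exons, so that 1 read can be counted for several of them, and their log2 ratios ran from -6.80 (-12.56 to -4.76) to -6.62 (-12.39 to -4.59).
In all, 2165 genes were at least 1.5-fold higher and 2492 at least 1.5-fold lower in SKTR, and 204 of the lower ones lay on the long arm of chromosome 16. With the counting interval wholly beyond 1.5-fold, the counts were 1216 higher and 1160 lower. With a pseudocount of 1 on the FPKM, the median log2 ratio was 0.73 for HLA and antigen presentation, 0.22 for interferon-stimulated genes and 0.24 for basal markers, with KRT5 at 1.11 and TP63 at -0.13.

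**Figure D1:**
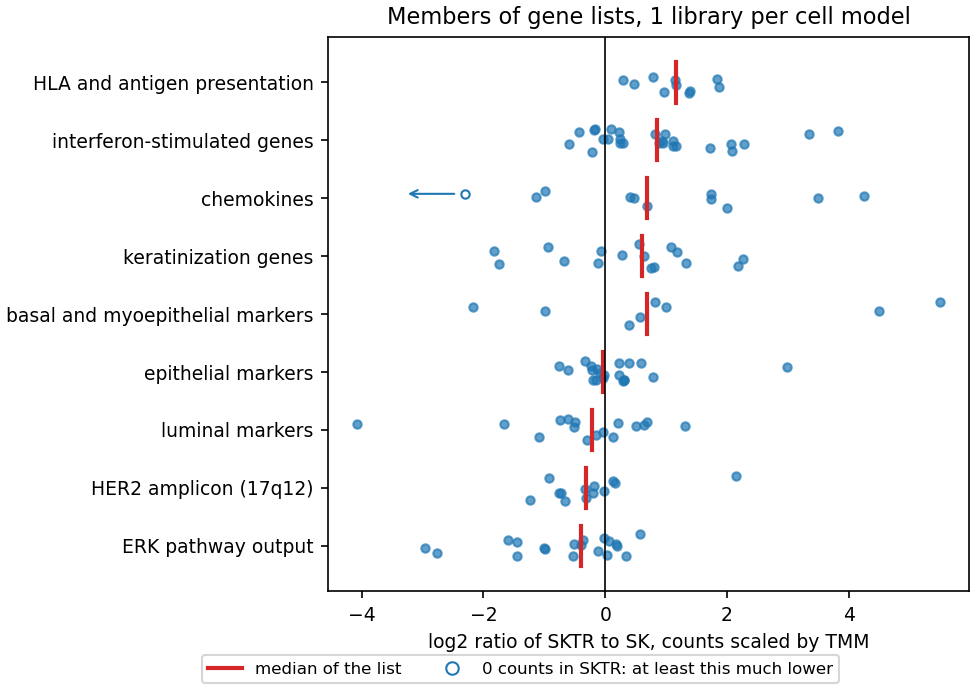
Log2 ratio of SKTR to SK for the members of 9 gene lists. Each point is 1 gene in 1 library per cell model, the red line is the median of the list, and the open point is a gene with 0 counts in SKTR at its least fold; the medians run from 1.16 for HLA and antigen presentation to -0.39 for ERK pathway output.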

Then, we correlated the genes differentially methylated at the promoter and island with those differentially expressed between SK and SKTR (Fig. 1e). We identified 31 hypermethylated and downregulated genes and no gene hypomethylated and overexpressed in SKTR with respect to the SK model (Table 1). 

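All 31 genes had lower RNA in SKTR than in SK cells, and 26 of them were at least 1.5-fold lower, with a median log2 ratio of -2.12 over the list. The 26 became 13 with FPKM + 1, 15 where at least 50 counts and 9 where an FPKM of at least 1 was asked for. Both filters also took genes out of the 31. The FPKM filter had no ratio for LRRC61 (FPKM 2.00 in SK) and FAIM (1.01), which were at 0 in SKTR, so neither could count. The median was -1.66 with a prior of 5 counts, -1.37 with FPKM + 0.1 and -0.52 with FPKM + 1. A group of the genes was close to silent in SKTR. LRRC61 had 212 counts in SK and 0 in SKTR (at least 39.0-fold lower), and FAIM, an inhibitor of apoptosis, had 160 and 0 (at least 29.4-fold lower). B3GALNT1, a glycosyltransferase, had 119 counts in SK and 1 in SKTR (log2 ratio -5.58, 95% counting interval -11.35 to -3.53), and IL28RA, a subunit of the interferon lambda receptor, had 107 and 1 (-5.43, interval -11.20 to -3.37). ANGPTL4, an inhibitor of lipoprotein lipase, had 1267 counts in SK and 10 in SKTR and was 67.3-fold lower (37.9 to 146.0).
Well-counted genes with smaller ratios were SLC25A38, a mitochondrial carrier of glycine (9.52-fold lower, 8.26 to 11.1), KCNJ12, a potassium channel (6.84-fold, 5.26 to 9.15), NR2F2, a nuclear receptor (5.82-fold, 4.39 to 7.97), and SLC15A1, a peptide transporter (4.76-fold, 4.02 to 5.69). KCNJ12 and FAHD2B have near-identical copies in the genome, and LRRC61 and ACTR3C overlap on opposite strands, so their reads may be shared. RAB31, a GTPase of vesicle traffic, was 2.57-fold lower (2.27 to 2.92). Fewer counts were held by RIN3, which binds RAB GTPases (43 in SK and 1 in SKTR, log2 ratio -4.13, interval -9.90 to -2.01), IGFBP7, a secreted binding protein (32 and 3, -2.42, interval -4.91 to -0.88), and ZNF532, a zinc finger gene (49 and 5, -2.35). PTRF, a coat protein of caveolae, had 108 and 19 counts (-1.63) and LY6G5C, a gene of the major histocompatibility region, 26 and 4 (-1.75). KIAA0895L, SPDYA, IRX6, RRP1B and CYP4X1 had log2 ratios from -0.58 to -0.46, each short of 1.5-fold with an interval below 0. KIAA0895L and IRX6 lie on the long arm of chromosome 16, where the median gene had a log2 ratio of -0.64. For PLIN5, LOX, ENTPD3 and HSF2BP, with 15 to 34 counts in SK, the counting interval included no difference.
On hg19, 25 of the 31 genes had a CpG of Table 1 within 1000 bases of the 5' end of the gene as the authors' table gives it. The CpGs of the other 6, LY6G5C, NR2F2, WNT3, SPDYA, CYP4X1 and SLC12A8, lay 2728, 7081, 14440, 27969, 62246 and 66275 bases downstream of it, and other starts of transcription were not analysed here. The paper places each of these CpGs upstream of a start of transcription, in a first exon or in a 5' UTR. For the CpG of NR2F2 it also lists the gene body and a second gene, MIR1469. Across the 31 genes, which are not independent replicates, Spearman's rho between the largest methylation gain in Table 1 and the log2 ratio was -0.07. The genes were chosen for a large gain and for lower RNA, which narrows the range of both. This rho therefore cannot tell whether methylation lowered their RNA. The study chose these genes on the same libraries, so their number is not independent evidence of the direction.
The paper performed the RNA-Seq to verify whether the methylation of these genes had an impact on their expression, and from the overlap of both analyses (Fig. 1e) it identified the genes that were hypermethylated and downregulated in SKTR.

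**Figure D2:**
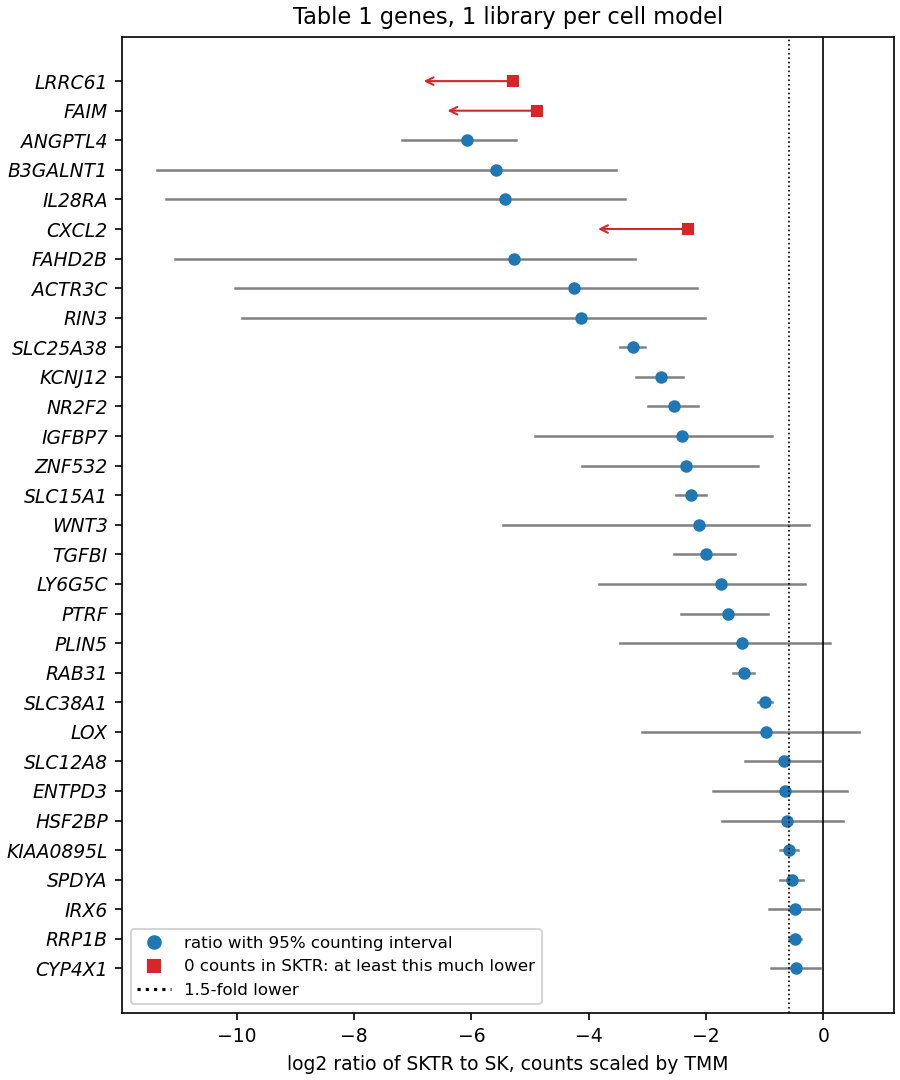
Log2 ratio of SKTR to SK for the 31 genes of Table 1, with 1 library per cell model. Blue points are ratios with their 95% counting interval, red squares are the 3 genes with 0 counts in SKTR at their least fold, and the dotted line marks 1.5-fold lower; 26 genes lie beyond it.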

From this list of 31 genes, we selected three genes: *TGFBI* (transforming growth factor beta induced), CXCL*2* (C-X-C motif chemokine ligand 2), and *SLC38A1* (Solute carrier Family 38 Member 1) for further analysis. *TGFBI*, *CXCL2*, and *SLC38A1* were selected because of the high number of differentially methylated CpGs (≥ 3 CpG sites) they presented and their previous implications in BC [25–27].

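TGFBI and CXCL2 were lower in SKTR than in SK cells from low levels, and SLC38A1 was 1.99-fold lower from a higher level. TGFBI encodes a protein of the extracellular matrix that binds integrins and collagens. It lies on the plus strand of chromosome 5 of hg19, from 135364584 to 135399507, and its 3 CpGs of Table 1 lay 4, 9 and 32 bases upstream of the 5' end of the gene. TGFBI had 271 counts in SK and 37 in SKTR, or 6.93 and 1.73 CPM, and was 4.01-fold lower (95% counting interval 2.86 to 5.86). Its deposited FPKM was 0.914 in SK and 0.218 in SKTR. CXCL2, a chemokine that attracts neutrophils, lies on the minus strand of chromosome 4 from 74962793 to 74965010. Of its 4 CpGs, those at 90 and 154 bases lay downstream of the 5' end and those at 125 and 216 bases upstream. CXCL2 had 27 counts in SK and 0 in SKTR, which is at least 4.96-fold lower from the floor of 3 counts (95% counting bound 3.77-fold), and it shares sequence with the neighbouring CXCL1. SLC38A1 encodes a carrier that takes up glutamine. It lies on the minus strand of chromosome 12 from 46581584 to 46663800, with CpGs at 519, 526 and 530 bases downstream of the 5' end. The paper lists these CpGs as TSS200, upstream of an annotated start of transcription that differs from the 5' end used here. SLC38A1 had 3026 counts in SK and 838 in SKTR, and the interval of its fold was 1.84 to 2.15.
Most genes around TGFBI and SLC38A1 lay within 1.5-fold, and those around CXCL2 went both ways. Of 14 neighbours of TGFBI on 5q31, 12 lay within 1.5-fold (median log2 ratio -0.12). Of 13 neighbours of CXCL2 on 4q13, 6 lay within it, 3 were higher and 4 were lower (median -0.18), among them CXCL1, the most different of them and 19.0-fold higher where CXCL2 was lower, EPGN, an EGFR ligand, at -1.82 and IL8, another chemokine, at 1.74. Of 17 neighbours of SLC38A1 on 12q13, 12 lay within 1.5-fold and 4 were lower (median -0.09).
The functional groups of these genes went both ways. Among 27 collagens, laminins and other matrix proteins, 8 were higher and 9 were lower, with LOXL2, which crosslinks collagen, at a log2 ratio of 1.96 and THBS1, a matrix glycoprotein, at -2.28. Of 25 genes of TGF-β signalling, 5 were higher and 8 were lower, with ID1, a transcriptional regulator, at -3.49. Of 23 amino acid transporters, 5 were higher and 5 were lower, with SLC7A2, a carrier of cationic amino acids, at 3.07. With a pseudocount of 1 on the FPKM, which exceeds the FPKM of both genes in SK, the log2 ratio was -0.65 for TGFBI and -0.56 for CXCL2. Of the 31 genes, 6 had at least 3 CpGs, and the others were LRRC61, ACTR3C and KCNJ12. LRRC61 and ACTR3C are listed with the same 5 CpGs, so they are not separate loci.

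**Figure D3:**
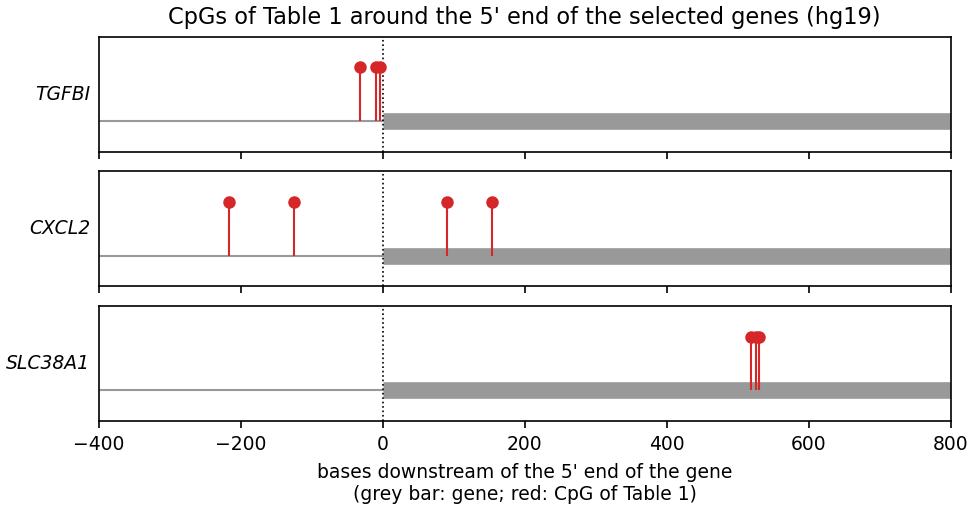
Places of the CpGs of Table 1 around the 5' end of TGFBI, CXCL2 and SLC38A1 on hg19. The x axis gives bases downstream of the 5' end of the gene, the grey bar is the gene and each red mark is 1 CpG; those of TGFBI lie within 32 bases upstream and those of SLC38A1 from 519 to 530 bases downstream. The paper lists the CpGs of SLC38A1 as TSS200, upstream of another annotated start of transcription.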

**Table 1:** Thirty-one differentially methylated and differentially expressed genes between the SK and SKTR models

TargetID	Chr	Position	Gene name	Gene region	SK	SKTR	SKTR vs SK
cg08757148	1	24513722	IL28RA;IL28RA;IL28RA	1stExon;1stExon;1stExon	0.11	0.67	0.56
cg03470088	1	24513939	IL28RA;IL28RA;IL28RA	TSS200;TSS200;TSS200	0.05	0.79	0.75
cg26558485	1	47489282	CYP4X1;CYP4X1	1stExon;5′UTR	0.14	0.69	0.54
cg06816106	2	29033352	SPDYA;SPDYA	TSS1500;TSS1500	0.18	0.64	0.46
cg14798656	2	97760745	FAHD2B	TSS200	0.17	0.62	0.45
cg25999267	3	39424992	SLC25A38;SLC25A38	1stExon;5′UTR	0.19	0.75	0.56
cg17264618	3	40429014	ENTPD3	5′UTR	0.14	0.61	0.46
cg09363539	3	124931746	SLC12A8	TSS200	0.01	0.82	0.81
cg15860013	3	138327718	FAIM;FAIM;FAIM;FAIM;FAIM;FAIM;FAIM	5′UTR;TSS200;1stExon;5′UTR;1stExon;5′UTR;1stExon	0.18	0.68	0.50
cg20841906	3	160822911	B3GALNT1;B3GALNT1;B3GALNT1;B3GALNT1;B3GALNT1	5′UTR;5′UTR;5′UTR;5′UTR;TSS1500	0.06	0.70	0.64
cg20986370	4	57976171	IGFBP7	1stExon	0.19	0.69	0.49
cg19031658	4	74964856	*CXCL2;CXCL2*	1stExon;5′UTR	0.05	0.89	0.85
cg22847221	4	74964920	*CXCL2;CXCL2*	1stExon;5′UTR	0.13	0.61	0.48
cg00630212	4	74965135	*CXCL2*	TSS200	0.16	0.65	0.49
cg18804985	4	74965226	*CXCL2*	TSS1500	0.18	0.96	0.78
cg01429321	5	121413797	LOX;LOX	5′UTR;1stExon	0.10	0.62	0.52
cg21034676	5	135364552	*TGFBI*	TSS200	0.11	0.61	0.51
cg14120129	5	135364575	*TGFBI*	TSS200	0.06	0.61	0.55
cg09873933	5	135364580	*TGFBI*	TSS200	0.09	0.63	0.54
cg07151644	6	31649089	LY6G5C	TSS1500	0.16	0.60	0.44
cg07753583	7	150020206	LRRC61;ACTR3C;LRRC61	TSS200;5′UTR;TSS200	0.17	0.86	0.69
cg10348193	7	150020240	LRRC61;ACTR3C;LRRC61	TSS200;5′UTR;TSS200	0.15	0.97	0.82
cg11026333	7	150020269	LRRC61;ACTR3C;LRRC61	TSS200;5′UTR;TSS200	0.06	0.98	0.92
cg01270001	7	150020401	LRRC61;ACTR3C;LRRC61;LRRC61;LRRC61	1stExon;5′UTR;5′UTR;5′UTR;1stExon	0.13	0.94	0.81
cg22893248	7	150020751	ACTR3C;ACTR3C;LRRC61;LRRC61	1stExon;5′UTR;5′UTR;5′UTR	0.19	0.73	0.54
cg09327770	12	46663270	*SLC38A1;SLC38A1*	TSS200;TSS200	0.02	0.83	0.81
cg20463033	12	46663274	*SLC38A1;SLC38A1*	TSS200;TSS200	0.01	0.77	0.76
cg24795297	12	46663281	*SLC38A1;SLC38A1*	TSS200;TSS200	0.07	0.77	0.71
cg03859162	13	99404887	SLC15A1;SLC15A1	1stExon;5′UTR	0.12	0.66	0.55
cg03485262	14	92980031	RIN3	TSS200	0.04	0.72	0.68
cg08114373	14	92980204	RIN3;RIN3	5′UTR;1stExon	0.17	0.61	0.44
cg18614734	15	96876248	NR2F2;NR2F2;NR2F2;MIR1469;NR2F2	Body;Body;5′UTR;TSS1500;TSS1500	0.18	0.65	0.47
cg01549404	16	55358636	IRX6;IRX6	5′UTR;1stExon	0.11	0.61	0.50
cg01568244	16	67218584	KIAA0895L;EXOC3L	TSS1500;Body	0.14	0.82	0.69
cg01666600	17	21279561	KCNJ12	TSS200	0.05	0.70	0.65
cg03928539	17	21279613	KCNJ12	TSS200	0.08	0.62	0.54
cg01637175	17	21281507	KCNJ12	5′UTR	0.08	0.78	0.70
cg11804833	17	40575289	PTRF;PTRF	1stExon;5′UTR	0.08	0.62	0.54
cg06093379	17	44896080	WNT3;WNT3	5′UTR;1stExon	0.01	0.83	0.82
cg24441185	18	9708096	RAB31	TSS200	0.06	0.92	0.86
cg17289202	18	56530789	ZNF532	5′UTR	0.13	0.80	0.67
cg22932336	19	4535070	PLIN5	5′UTR	0.10	0.88	0.78
cg04532834	19	4535188	PLIN5;PLIN5	1stExon;5′UTR	0.17	0.64	0.46
cg02505409	19	8429160	ANGPTL4;ANGPTL4;ANGPTL4;ANGPTL4	5′UTR;1stExon;5′UTR;1stExon	0.16	0.79	0.63
cg06837791	19	8429491	ANGPTL4;ANGPTL4	1stExon;1stExon	0.17	0.61	0.44
cg12831261	21	45078437	RRP1B;HSF2BP	TSS1500;5′UTR	0.01	0.93	0.92

*Italics denotes the three final genes selected for further analysis

### Epigenetic silencing of *TGFBI*, *CXCL2*, and *SLC38A1* in trastuzumab-resistant cells (SKTR)

First, we analyzed the DNA methylation of the selected genes by bisulfite pyrosequencing, which is a technique that allows single genes to be analyzed on a single CpG level [28]. We observed significantly higher methylation levels for the three genes in SKTR relative to the SK (Fig. 2a; *p* < 0.05 for *TGFBI* and *SLC38A1*; *p* < 0.01 for *CXCL2*). Like the previous transcriptomic analysis with RNA-Seq, the SKTR model also showed a significant reduction in the transcript expression levels of *TGFBI*, *CXCL2*, and *SLC38A1* (*p* < 0.05) when compared to the SK cells analyzed by qRT-PCR (Fig. 2b). Interestingly, *TGFBI* was the gene that showed the greatest decrease (fold change = 6.7) in transcriptional levels in the SKTR model. Similar results were obtained by methylation-specific polymerase chain reaction (MSP) analysis (a very specific and sensitive method [29]) that showed higher methylation in SKTR with respect to the SK cells for all the genes evaluated (Fig. 2d). These results confirmed that hypermethylation of the three selected genes at the promoter and CpG island in SKTR cells is associated with reduce transcriptional levels.

**Fig. 2:**
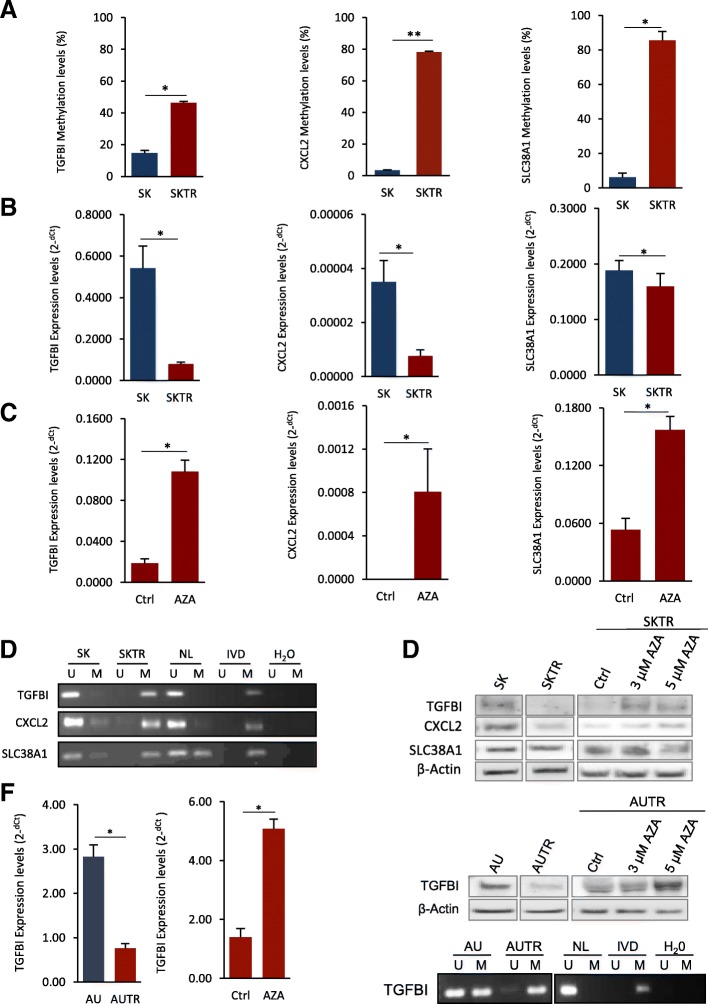
DNA methylation-associated silencing of selected genes comparing the trastuzumab-resistant and trastuzumab-sensitive cell line. **a** DNA methylation levels of *TGFBI*, *CXCL2*, and *SLC38A1* in SK and SKTR cell lines by bisulfite pyrosequencing and **b** methylation-specific polymerase chain reaction (MSP) analysis. **c** Expression levels of *TGFBI*, *CXCL2*, and *SLC38A1* in the unmethylated (SK) and methylated (SKTR) cell lines determined by qRT-PCR. **d** Restored expression of selected genes (*TGFBI*, *CXCL2*, and *SLC38A1*) after DNA demethylating agent 5-aza-2′-deoxycytidine (5-aza-dC) in the SKTR methylated cell line by qRT-PCR. **e** Protein expression of all selected genes (*TGFBI*, *CXCL2*, and *SLC38A1*) in SK and SKTR cells before and after 5-aza-dC treatment by Western blot. **f** Analysis in AU and AUTR cell lines of TGFBI methylation by MSP (top) and (middle) its transcriptional (qRT-PCR) and (bottom) protein levels (Western blot) before and after 5-aza-dC treatment. In MSP, the presence of visible polymerase chain reaction products in lanes marked U indicates unmethylated sequences; the presence of products in lanes marked M indicates methylated sequences. In vitro methylated DNA (IVD) was used as a positive control for methylated sequences. DNA from normal lymphocytes (NL) was used as a negative control for methylated sequences. Results shown are representative of those obtained from three independent experiments, and b-actin was used as a control. Values from pyrosequencing and qRT-PCR were determined from triplicates and are expressed as the mean ± SEM. Significance of Mann-Whitney *U* test, **p < 0.01; *p < 0.05

In this sense, after treating the SKTR model with the demethylating agent 5-aza-2′-deoxycytidine (5-aza-dC) at 3 μM and 5 μM (Fig. 2c), the transcriptional levels of *TGFBI*, *CXCL2*, and *SLC38A1* were significantly restored (*p* < 0.05), indicating that methylation is an epigenetic mechanism that has a functional role in the transcriptional control of the three genes in question. Importantly, this epigenetic silencing by DNA methylation observed was also confirmed at the protein level in two (*TGFBI* and *CXCL2*) of the three selected genes (Fig. 2e), showing a reduction of the protein levels in SKTR with respect to SK cells that was significantly restored in the hypermethylated SKTR model after the treatment with 5-aza-dC 3 μM and 5 μM. The change observed in the protein levels after the 5-aza-dC treatment was especially drastic in *TGFBI* gene, where the absence of protein expression induced by the promoter hypermethylation in SKTR was completely recovered after the in vitro demethylation.

Taken together, these results suggest that *TGFBI*, an extracellular matrix (ECM) protein whose secretion is induced by transforming growth factor-β (TGF-β), is the most epigenetically regulated gene of the three selected.

Therefore, to verify that the results obtained for these genes were not specific to the SK and SKTR models, we extended their epigenetic analyses to other trastuzumab-sensitive (AU) and trastuzumab-resistant (AUTR) human BC cell models (Fig. 2f and Additional file 2: Figure S1). Likewise, only *TGFBI* gene showed a high correlation between methylation, expression, and protein levels in the AUTR model. With MSP, we observed that hypermethylation of *TGFBI* in AUTR (compared to AU) was associated with a significant decrease (*p* < 0.05) in the transcriptional and protein levels of the gene. Importantly, the transcriptional and protein levels of *TGFBI* gene were both restored in the hypermethylated AUTR model after the treatment with 5-aza-dC 3 μM and 5 μM. These results confirm that the epigenetic silencing of *TGFBI* by DNA methylation is associated to trastuzumab resistance in human BC cells.

### The role of TGFBI expression in trastuzumab resistance cells (SKTR)

We have shown that *TGFBI* promoter hypermethylation is highly associated with the downregulation of its transcript and protein levels in two trastuzumab-resistant models when compared to the corresponding sensitive models. Therefore, we next examined the functional contribution of epigenetic inactivation of the *TGFBI* gene to trastuzumab resistance. We depleted the endogenous *TGFBI* gene expression in the SK model by stable transfection with two different short hairpin RNAs (shTGFBI A and shTGFBI B). We also rescued the TGFBI expression in the *TGFBI*-hypermethylated and the downregulated SKTR models by stable transfection with a plasmid encoding the full-length TGFBI cDNA (TGFBI).

TGFBI is an extracellular matrix (ECM) protein and plays a role in mediating cell adhesion to the ECM, cell proliferation, adhesion, migration, and differentiation through interacting with collagen, fibronectin, laminin, and several integrins [30–32]. These integrin-binding properties of TGFBI have been related to different integrin-binding motifs located in fasciclin-1 domains, including NKDIL, YH18, and EPDIM as well as an Arg-Gly-Asp (RGD) domain [22]. For this reason, we became interested in determining whether this interaction between TGFBI with the ECM and integrins could be involved in the trastuzumab resistance in our models. With this objective in mind, we also expressed a mutated form of TGFBI with four different altered integrin binding motifs (NKDIL, YH18, EPDIM, and RGD), affecting cellular adhesion through the integrin interactions [22]. The transfection and validation protocols were the same as for the overexpression vector.

Despite its known function in cell adhesion and integrin-mediated signaling, we did not observe morphological changes after depletion, overexpression, or mutagenesis of TGFBI (Fig. 3a). The efficiency of the transfection was assessed by measuring the TGFBI gene expression using quantitative RT-PCR and Western blotting (Fig. 3b). A significant change in its levels was detected both after depletion and overexpression. Upon TGFBI transfection, we analyzed the resistance or sensitivity to trastuzumab in comparison to the parental and empty vector-transfected cells through an MTT assay over 5 days (Fig. 3c; Additional file 3: Figure S2). In the SK model, we observed that TGFBI depletion did not affect the trastuzumab response (Fig. 3c, upper panel). In contrast, overexpression of TGFBI in SKTR led to a significantly higher sensitivity at a trastuzumab concentration of 10 μM compared to the resistant empty vector cell line (Mock: *p* = 0.020) and the SKTR model (*p* = 0.004) (Fig. 3c, middle panel). The TGFBI mutated form (TGFBImut) showed the same response to trastuzumab treatment as the mock vector did, suggesting that TGFBI-mediated trastuzumab sensitivity requires the NKDIL, YH, EPDIM, and RGD binding motifs (Fig. 3c, lower panel).

**Fig. 3:**
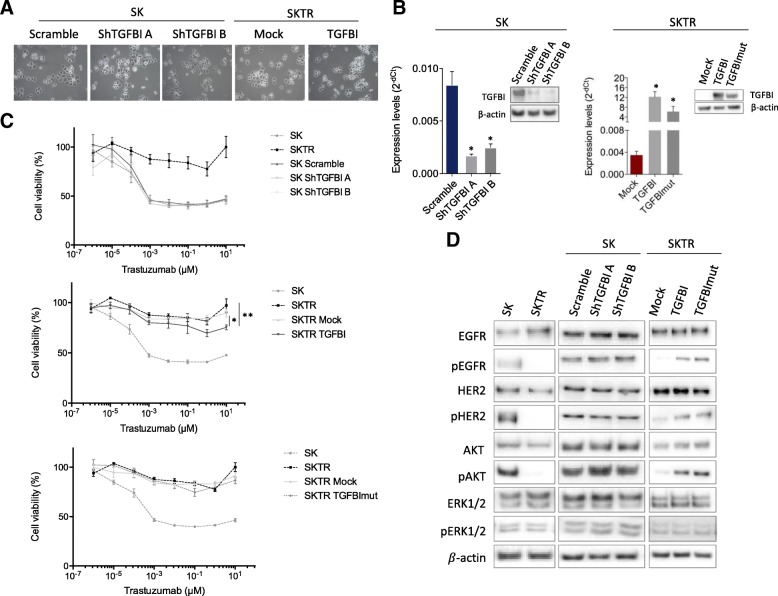
Impact of TGFBI expression in trastuzumab-resistant cells*.* **a** Representative bright-field microscopy images of TGFBI depletion (Scramble, ShTGFBI A, and ShTGFBI B), overexpression (Mock and TGFBI), and mutagenesis (TGFBImut) in SK and SKTR cells. **b** Expression analysis by qRT-PCR and Western blot showing the in vitro stable depletion of TGFBI in SK cells (left) and overexpression or mutagenesis of TGFBI in SKTR cells (right). Values of qRT-PCR were determined from triplicates and are expressed as the mean ± SEM. **c** Cell viability determined by MTT assays upon the use of increasing concentrations of trastuzumab (10^−6^ to 10 μM) for 5 days. (Upper) The TGFBI depletion in SK did not affect cell viability upon trastuzumab treatment. (Middle) The TGFBI overexpression in SKTR cells (TGFBI) give rise to a major sensitivity to trastuzumab at 10 μM. (Bottom) The TGFBI mutagenesis in SKTR cells (TGFBImut) did not affect cell viability after trastuzumab treatment. Results are expressed as percentage of surviving cells after drug treatment (mean ± SEM). One-way ANOVA using a Tukey HSD post hoc test, **p < 0.01; *p < 0.05 indicate levels of statistical significance. **d** HER family receptors and their downstream proteins related to PI3K/AKT and MAPK/ERK1/2 pathway characterization in TGFBI-depletion SK cells and TGFBI-overexpression SKTR cells. Western blot showing an enhanced of phosphorylation levels of HER1, HER2, and AKT upon overexpression and mutagenesis of TGFBI in SKTR cells. TGFBI depletion did not produce any change in the HER receptors and their related downstream proteins. Results shown are representative of those obtained from 3 independent experiments and β-actin was used as a control

Therefore, we examined HER family protein receptors and their downstream proteins related to PI3K/AKT and MAPK/ERK1/2 pathways for changes after TGFBI depletion, overexpression, and mutation (Fig. 3d). Consistent with the results of the trastuzumab cell viability, TGFBI depletion in SK cells showed no apparent changes in either total protein or activation levels for any of the proteins examined. Unlike TGFBI depletion, overexpression of TGFBI and TGFBImut in the SKTR model produced changes in the activation levels of some of the HER receptors and downstream signaling proteins in comparison with the mock control vector. In particular, overexpression of either wild type TGFBI or its mutated form resulted in a significant increase in the activation levels of HER1 (pHER1), HER2 (pHER2), and AKT (pAKT) compared to the SKTR model (Mock) that contains hypermethylated *TGFBI* without change in total levels of the respective proteins. Hence, TGFBI overexpression and its mutated form allow the trastuzumab-resistant model to adopt similar activation levels for HER1, HER2, and AKT as the trastuzumab-sensitive cells do.

These data suggest that selective overexpression of TGFBI in the SKTR model (hypermethylated for *TGFBI*) induces an increased sensitivity to trastuzumab and the activation of HER1 and HER2 receptors and the AKT downstream protein. Furthermore, the mutated domains from the second and fourth FAS-1 regions of TGFBI are involved in its response to trastuzumab treatment, but not in its activation or interaction with HER2 downstream proteins. In summary, the SKTR model with an overexpression of TGFBI presents a behavior similar to the SK model.

### *TGFBI* hypermethylation in trastuzumab-resistant HER2+ breast cancer patients

Given the previous in vitro results obtained, we wanted to determine whether the presence of the *TGFBI* promoter CpG island hypermethylation-associated to trastuzumab resistance also occurring in BC patients. Therefore, we evaluated *TGFBI* gene methylation in human tumors from 24 HER2+ early BC patients as a preliminary study. As with our sensitive and resistant models, we analyzed *TGFBI* methylation by bisulfite pyrosequencing in pre-treatment samples from patients who were complete responders and non-responders to trastuzumab-based therapy (Fig. 4a). With the non-responder patients, we also evaluated *TGFBI* methylation after treatment (post-treatment samples), i.e., as we did in our SKTR model. For the non-response patients, we obtained paired samples (pre-treatment and post-treatment samples) from 10 patients, pre-treatment samples only from 3 patients, and post-treatment samples only from 7 patients. For the patients with pathological complete response, only pre-treatment samples were evaluated. The limited number of samples obtained was, in part, due to the exhaustion of the sample during diagnostic procedures and the poor preservation of the DNA in the paraffin tissue (FFPE) blocks.

**Fig. 4:**
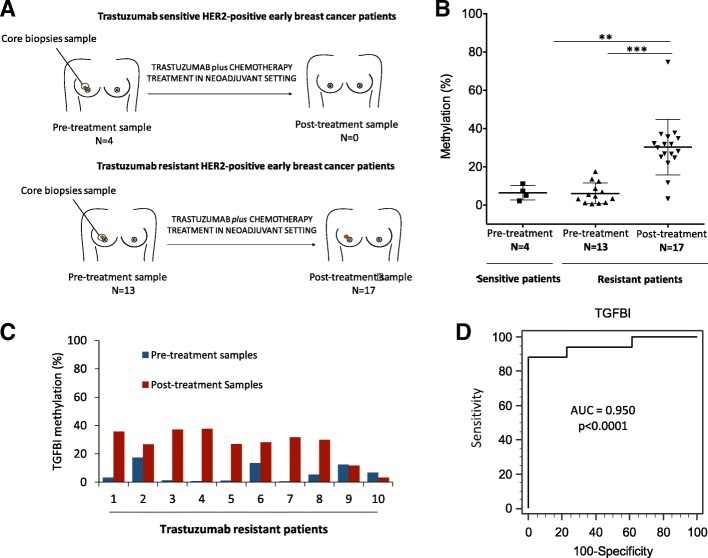
*TGFBI* promoter hypermethylation in HER2+ breast cancer patients with sensitivity and resistance to trastuzumab. **a** Schematic representation of selected patient samples. TGFBI methylation levels were evaluated in tumor samples of 24 HER2+ breast cancer samples. From this cohort, after trastuzumab plus chemotherapy in neoadjuvant regimen, 20 patients developed partial or no response and 4 patients presented complete treatment response. Of the 20 patients with non-response, 10 patients had pre-treatment and post-treatment samples, 3 patients with pre-treatment only samples, and 7 with post-treatment only samples (Top). The 4 patients with complete response to treatment only had pre-treatment samples (Bottom). **b** TGFBI methylation of 3 consecutive CpG sites in the 5′-end promoter CpG island in HER2+ breast cancer treated with trastuzumab analyzed by bisulfite pyrosequencing. The central solid line indicates the median and the limits of the vertical lines show the upper and lower percentiles. **c** TGFBI methylation of 3 consecutive CpG sites in the 5′-end promoter CpG island in resistant patients with paired pre- and post-treatment samples analyzed by bisulfite pyrosequencing. **d** Diagnostic accuracy of TGFBI hypermethylation for resistant HER2+ breast cancer samples. ROC analysis was applied to the TGFBI methylation levels analyzed by pyrosequencing for trastuzumab-resistant samples (pre- and post-treatment samples). Area under the curve (AUC) was 0.9502 (*p* < 0.0001). TGFBI showed great potential for monitoring trastuzumab response in HER2+ breast cancer patients. Significance of Mann-Whitney *U* test is indicated as ***p < 0.001; **p < 0.01

Our results showed similar pre-treatment *TGFBI* methylation levels (*p* = 0.651) in the patients with complete response to trastuzumab (6.45% ± 1.90) and in the non-responders (6.08% ± 1.51; Fig. 4b). These results indicate that the *TGFBI* methylation levels of the pre-treatment samples are not associated with the absence of response to trastuzumab. In contrast, the non-responsive patients showed significantly higher (*p* = 0.001) methylation levels of *TGFBI* in tumors following treatment with trastuzumab (30.26% ± 3.52) than before starting the therapy (6.08% ± 1.51), suggesting that acquired resistance to trastuzumab is associated with increased methylation levels of *TGFBI*. In particular, when considering the non-responsive patients with pre- and post-treatment paired samples, we observed a significant (*p* < 0.001) *TGFBI* promoter hypermethylation after trastuzumab (8 out of 10 = 80%) compared to the pre-treatment samples, indicating that the increase in *TGFBI* methylation levels is associated with trastuzumab resistance (Fig. 4c). Importantly, the ROC curve analysis with an AUC of 0.95 (*p* < 0.0001; 95% CI 0.803 to 0.996) allowed us to clearly differentiate the methylation levels of *TGFBI* between the pre- and post-treatment samples of the non-responsive patients. This result suggests that *TGFBI* could be a potential biomarker for monitoring trastuzumab response during HER2+ BC patients’ treatment (Fig. 4d). In addition, the Hosmer-Lemeshow test (chi-square = 89,606; *p* = 0.3456) suggests that the methylation of *TGFBI* has a certain ability to predict the resistance to trastuzumab when compared with an ideal model (Additional file 4: Figure S3). On the other hand, no significant association between *TGFBI* methylation levels before and after treatment and the clinical-histopathological characteristics was identified (Table 2).

**Table 2:** Clinical and pathological characteristics in HER2-positive early breast cancer according to *TGFBI* promoter methylation levels

Characteristics	% *N* = 10		*p* value*
	*n*	Median (p25–p75)	
Age	10	−0.383*	0.275*^1^
Menopause			0.151*^2^
Premenopausal	5	32.13 (24.58–35.86)	
Postmenopausal	5	14.58 (−0.68–25.77)	
ER			0.089*^2^
Negative	2	2.85 (−3.57–9.28)	
Positive	8	28.50 (19.58–34.00)	
HER2 status			–
FISH	0	–	
IHC+	10	25.18 (9.28–32.13)	
Histological grade			–
Grade 1–2	10	25.18 (9.28–32.13)	
Grade 3	0	–	
Clinical stage			0.804*^3^
IIB	2	16.15 (−3.57–25.86)	
IIIA	2	19.58 (14.58–24.58)	
IIIB	6	28.50 (9.28–32.13)	
Pathological response			–
No response	1	9.28	
Partial response	9	25.77 (14.58–32.13)	
Percentage of tumor shrinkage**	10	0.029	0.957*^1^
Miller & Payne			1.000*^2^
G2	1	0.68	
G3	2	22.57 (9.28–35.86)	
G4	7	25.77 (19.58–31.68)	
Type of surgery			0.267*^2^
Lumpectomy	2	10.51 (−3.57–24.58)	
Mastectomy	8	28.50 (11.93–34.00)	

*^1^Spearman correlation

*^2^Mann-Whitney test

*^3^Kruskal-Wallis test

## Discussion

HER2 is overexpressed in 20–30% of BC and is associated with aggressive phenotype and poor prognosis. Despite the initial good response to the treatment, a large portion of patients present de novo or acquired treatment resistance. Currently, HER2 detection is the only validated biomarker for predicting the benefit of anti-HER2 therapies [33]. While different cellular and molecular mechanisms involved in trastuzumab resistance have been described, none of them are used to detect, predict, or monitor BC treatment in a clinical routine [7, 8, 34]. Thus, there is great interest in finding potential biomarkers able to detect, predict, or monitor trastuzumab response which, in turn, would allow us to stratify patients and save costs and toxicities for those who do not respond to treatment.

Epigenetic biomarker studies are focused on analyzing the methylation changes in the promoter regions of candidate genes in specific tumor types for the implication in gene silencing [9, 34]. In general, this gene repression results in an adaptive advantage for the cells, allowing a more aggressive and invasive phenotype to be adopted. After analyzing the promoter methylation profile of long-term trastuzumab-sensitive and trastuzumab-resistant models developed in our laboratory [16, 17], three different methylated genes (*TGFBI*, *CXCL2*, and *SLC38A1*) implicated in cancer were identified and subsequently validated using different methylation and expression approaches. Additionally, the selected genes were validated in two other long-term trastuzumab-sensitive (AU) and trastuzumab-resistant (AUTR) human HER2+ BC cell lines developed by our group [17]. Although both cell lines analyzed derive from the same patient and have similar genetic and transcriptomic profiles, they have some differences in transcriptional levels [35]. Moreover, SKBr3 and AU565 have been described as having distinct responses to drug treatment depending on culture conditions [36]. From all the genes selected, *TGFBI* (also known as Big-H3 or keratoepithelin) was the only one with a consistent methylation, expression, and protein pattern in both resistant models. This epigenetic silencing of the *TGFBI* gene observed was in line with previous studies of other cancers [37, 38].

As explained before, TGFBI encodes a 68-kDa secretory protein induced by transforming growth factor-β (TGF-β) in human adenocarcinoma cells as well as other human cell types [39]. According to the bibliography, TGFBI protein is composed by 683 amino acids containing a secretory signal (SP) in the *N-*terminal cysteine-rich domain (CRD), and four fasciclin-1 domains (FAS1-1, FAS1-2, FAS1-3, and FAS1-4), which contain several known integrin-binding motifs including NKDIL, YH18, and EPDIM as well as an Arg-Gly-Asp (RGD) domain [22]. TGFBI has been reported to function as an ECM protein to mediate cell adhesion and migration through interacting with collagen, fibronectin, and laminin and several integrins including α1β1, α3β1, αvβ3, and αvβ5 [30–32]. While TGFBI has been reported to be involved in tumorigenesis, its role is not clear. In this paper, we have linked the promoter DNA methylation-associated silencing of *TGFBI* with a possible tumor suppressor function in trastuzumab-resistant models. Several previous reports have indicated that TGFBI plays the role of a tumor suppressor gene in various cancers such as lung, breast, and ovarian [25, 40–42]. However, in other cancers, such as colon or pancreas, TGFBI has been described as having a tumor-promoting function [43–46]. These opposing effects of TGFBI suggest that its expression and function are dependent on cell type [22].

TGFBI promotes cell adhesion by interacting with different integrins, which, in turn, has been shown to play an important role in tumor progression in humans. TGFBI’s inhibition of invasive capacity correlates with a previous analysis by our group, which revealed a greater invasive capacity for SKTR compared to the SK [16]. To determine if TGFBI has a potential role in trastuzumab resistance, different functional studies were carried out. Our results show that TGFBI overexpression in SKTR significantly sensitizes the cells to the treatment and activates some HER2 downstream protein pathways (pAKT, pHER1, and pHER2), adopting a similar pattern to SK. In contrast, TGFBI knockdown in TGFBI endogenous expressed in the SK cells did not produce any effect. A direct interaction between the HER2 receptor and different integrins has been described in multiple reports [47, 48]. Moreover, different integrins have been related to trastuzumab resistance such as β1 or α6β4 [49, 50]. Therefore, TGFBI mutated vector was performed to investigate the role of the RGD motif and the three integrin-binding motifs NKDIL, EPDIM, and YH18 in trastuzumab response [22]. Like TGFBI overexpression, the TGFBI mutated form induced the activation of different HER2 downstream proteins, but there were no differences in trastuzumab treatment response. Therefore, it is likely that the four mutated domains of TGFBI are required for its function in trastuzumab response, which is consistent with other studies that described the involvement of FAS1 or RGD motifs in tumor angiogenesis and tumor growth inhibition, as well as in promoting apoptosis [31, 51–53]. Moreover, it has also been described that TGFBI is involved in mesothelioma progression through the AKT/mTOR pathway which could be related to the HER2 pathway changes observed in TGFBI overexpression and mutagenesis [54]. In summary, this study suggests that TGFBI expression may promote the effectiveness of trastuzumab treatment.

The methylation of *TGFBI* showed certain capacity to predict the resistance to trastuzumab according to the Hosmer-Lemeshow test; however, these results should be interpreted with caution because the number of grouped patients was small. Although more in vitro functional analysis are necessary to elucidate the TGFBI role in trastuzumab resistance, we suggest some hypothetical situations taking into account all TGFBI action mechanisms. It has been described that TGFBI could inhibit cell adhesion to various ECM proteins inhibiting cell proliferation and invasion in neuroblastoma [55]. Moreover, cell adhesion to ECM has been consistently reported as one of the mechanisms used by tumor cells to resist chemotherapy [56]. These observations are in correlation with previous studies by our group, where it is exposed that our SKTR model presented a high significant adhesion capacity to bind to extracellular matrix proteins like fibronectin, collagen I, collagen IV, or laminin I compared to SK [16]. Therefore, we hypothesized that in the absence of TGFBI, the integrins could bind to the ECM providing attachment sites for cells inducing more invasion, or acting as a physical drug barrier, restricting drug transport and limiting their efficacy. The intratumoral diffusion and physical masking of HER receptors by ECM proteins have also been described as a mechanism that can affect the therapeutic efficacy of some drugs including trastuzumab [57].

Finally, we correlated the previous in vitro results in human samples treated with neoadjuvant anthracycline-taxane-based chemotherapy *plus* trastuzumab. In our preliminary study, a higher *TGFBI* methylation level after treatment was observed in patients who developed treatment resistance. These results are in accordance with other studies which demonstrated an association between *TGFBI* hypermethylation and poor prognosis in prostate and lung cancer [41]. Moreover, decreased *TGFBI* expression was identified in advanced stages of BC and NSCLC tumors [40, 58]. Due to the small size of the patient cohort and the retrospective design, the role of *TGFBI* methylation as a biomarker requires further validation in a larger and independent cohort. Nevertheless, the present study brings to light for the first time that *TGFBI* methylation has a significant discriminative value between pre- and post-treatment samples, as demonstrated by ROC curve analyses. Interestingly, the *TGFBI* promoter methylation analysis in responder patients showed similar methylation levels with pre-treatment samples of non-responders. This observation suggests a possible role of *TGFBI* as a monitoring biomarker for trastuzumab response in patients with HER2+ BC.

Although no significant association was found between *TGFBI* methylation before and after treatment and patients’ clinical-histopathologic characteristics, a high number ER-positive patients were observed. In this sense, previous studies have shown that there is crosstalk between ER and HER2 pathways and it affects the response to treatment [59]. In addition, although the type of surgery is not associated with a higher *TGFBI* methylation level in post-treatment samples, 73% of our patients were treated with mastectomy versus 27% with lumpectomy, probably due to the high prevalence of stage III. The low histological grade and high clinical stage to treatment were probably due to most of the patients having non-operable cancers including inflammatory tumors. Currently, neoadjuvant treatment is generally used for operable HER2+ BC thanks to an improvement in the efficacy of the drugs used for treatment [60]. At the time our cohort was treated, none of these drugs were yet available. That said, trastuzumab remains the gold standard treatment for HER2+ BC.

## Conclusions

The results obtained in this study have provided an overview of the DNA methylation pattern in HER2+-resistant BC. *TGFBI* promoter hypermethylation could be a potential methylation monitoring biomarker for trastuzumab response. In addition, once the resistance is developed, demethylation of *TGFBI* with compounds that inhibit DNA methyltransferases could contribute to the sensitization of breast cancer cells to the trastuzumab treatment. However, further studies are required to identify the specific role *TGFBI* plays in trastuzumab resistance in the neoadjuvant settings to definitively show *TGFBI* as a clinical relevant biomarker. Future studies based on *TGFBI* promoter methylation analyses in circulating DNA during neoadjuvant treatment could be a potential strategy with which to confirm our findings.

## Additional files

Additional file 1: Additional methods.

Additional file 2: ** Figure S1.** DNA methylation-associated silencing of *CXCL2* and *SLC38A1* comparing the trastuzumab-resistant (AUTR) and -sensitive (AU) AU565 cell model. (A) Expression levels of *CXCL2* and *SLC38A1* in the unmethylated (AU) and methylated (AUTR) models determined by qRT-PCR. (B) Restored expression of *CXCL2* and *SLC38A1* after DNA demethylating agent 5-aza-2′-deoxycytidine (5-aza-dC) in the AUTR methylated cell line by qRT-PCR. (C) DNA methylation levels of *CXCL2* and *SLC38A1* in AU and AUTR cell lines by methylation-specific polymerase chain reaction (MSP) analysis. (D) Protein expression of *CXCL2* and *SLC38A1* in AU and AUTR cells before and after 5-aza-dC treatment by Western blot. In MSP, the presence of visible polymerase chain reaction products in lanes marked U indicate unmethylated sequences; the presence of products in lanes marked M indicate methylated sequences. In vitro methylated DNA (IVD) was used as a positive control for methylated sequences. DNA from normal lymphocytes (NL) was used as a negative control for methylated sequences. Results shown are representative of those obtained from three independent experiments and b- actin was used as a control. Values from pyrosequencing and qRT-PCR were determined from triplicates and are expressed as the mean ± SEM. Significance of Mann-Whitney *U* test, **p < 0.01; *p < 0.05.

Additional file 3: ** Figure S2.** Cell viability determined by MTT assays upon trastuzumab treatment for 5 days. (A) TGFBI depletion in SK cells, (B) TGFBI overexpression in SKTR cells (TGFBI) and (C) TGFBI-mutagenesis in SKTR cells (TGFBImut). The continuous line represents the fitted dose-response curve while discontinuous lines indicate the simultaneous 95% confidence interval (CIs) for the continuous line with the same color. ANOVA using a Tukey HSD post hoc test, **P < 0.01; *P < 0.05 indicate levels of statistical significance.

Additional file 4: **Figure S3.** Calibration curve for the reliability of TGFBI to predict trastuzumab resistance. Calibration was assessed using the Hosmer-Lemeshow test and graphically using a calibration plot. The observed frequency was calculated for each group. Predicted probability refers to the predicted probabilities generated by the model. Patients were grouped according to deciles of the predicted probabilities. Grouped patients refers to patients grouped at each decile of predicted probabilities generated by the model. A LOWESS regression was fit to all data points (blue line).

## Data Availability

The microarray and sequencing dataset generated during the current study is available in NCBI GEO (www.ncbi.nlm.nih.gov/geo) under accession GSE123754 and GSE114575, respectively.

## Abbreviations

5-aza-dC: 5-Aza-2′-deoxycytidine
Akt: Protein kinase B
BC: Breast cancer
CXCL2: C-X-C motif chemokine ligand 2
ECM: Extracellular matrix
FDR: False discovery rate
GO: Gene ontology
HER: Human epidermal growth factor receptor family
HER2: Human epidermal growth factor receptor 2
HER2+: HER2-positive
MAPK: Ras-mitogen-activated protein kinases
MSP: Methylation-specific PCR
PI3K: Phosphatidylinositol 3′-kinase
SLC38A1: Solute carrier Family 38 Member 1
TGF-β: Transforming growth factor beta
TGFBI: Transforming growth factor beta induced

# Supplementary material for: Epigenetic silencing of TGFBI confers resistance to trastuzumab in human breast cancer
**Source:** Breast Cancer Res. 2019 Jul 5;21:79. doi: 10.1186/s13058-019-1160-x
**Supplement:** Supplementary file 1 — Additional methods.

**Additional file 1: Additional methods**

**RNA sequencing**

Illumina TruSeq Stranded mRNA Sample Prep with oligo dT selection 3.1. Library construction is performed using the Illumina TruSeq Stranded mRNA Sample Preparation Kit (cat# RS-122-2101, RS-122-2102). Briefly, total RNA (100 ng to 4 ug) is poly-A selected using poly-T oligo-attached magnetic beads. Poly-A RNA eluted from the magnetic beads is fragmented and primed with random hexamers in preparation for cDNA synthesis. First strand reverse transcription is accomplished using Superscript II Reverse Transcriptase (Invitrogen cat#18064-014). Second strand cDNA synthesis is accomplished using DNA polymerase I and Rnase H under conditions in which dUTP is substituted for dTTP, yielding blunt-ended cDNA fragments in which the second strand with dUTP. An A-base is added to the blunt ends as a means to prepare the cDNA fragments for adapter ligation and block concatamer formation during the ligation step. Adapters containing a T-base overhang are ligated to the A-tailed DNA fragments. Ligated fragments are PCR-amplified (12-15 cycles) under conditions in which the PCR reaction enables amplification of the first strand cDNA product, whereas attempted amplification of the second strand product stalls at dUTP bases and therefore is not represented in the amplified library. The PCR-amplified library is purified using Agencourt AMPure XP beads (Beckman Coulter Genomics cat#A63881). Following amplification, the library is purified by bead based methodologies. The concentration of the amplified library is measured with a NanoDrop spectrophotometer and an aliquot of the library is resolved on an Agilent 2200 Tape Station using a D1K (cat# 5067-5361 and 5067-5362) or a High Sensitivity D1K (cat# 5067-5363 and 5067-5364) assay to define the size distribution of the sequencing library. Libraries are adjusted to a concentration of approximately 10nM and quantitative PCR is performed using the KapaBiosystems Kapa Library Quant Kit (cat# KK4824) to calculate the molarity of adapter ligated library molecules. The concentration is further adjusted following qPCR to prepare the library for Illumina sequence analysis using HiSeq 101 Cycle paired-end sequencing. Sequencing libraries (25 pM) were chemically denatured are applied to an Illumina HiSeq v4 paired end flow cell using an Illumina cBot.  Hybridized molecules were clonally amplified and annealed to sequencing primers with reagents from an Illumina HiSeq PE Cluster Kit v4-cBot (PE-401-4001).  Following transfer of the flow cell to an Illumina HiSeq instrument, a 101 cycle paired-end sequence run was performed using HiSeq SBS Kit v4 sequencing reagents (FC-401-4002).

**Short hairpin interference and ectopic expression assays**

To achieve a long-term knockdown, two different ShRNAs were specifically designed against TGFBI mRNA (NM_000358) in two different loci, considering a 19-base target sequence. For comparison purposes and to evaluate their knockdown efficiency targeting TGFBI-expressing cells, an ShRNA against MSS2 yeast protein (NM_001180166), absent in mammals, was considered as a Scramble^27^^1^. The shRNA vectors were created by oligonucleotide-based cloning. Briefly, the designed shRNA oligos were annealed and inserted between the BamHI and EcoRI restriction sites in pLVX-shRNA2 vector (Clontech). For shRNA oligonucleotides please refer to Supplementary Table 4. 50 μl of jetPRIME® (Polyplus-transfection S.A., Illkirch, France) was added to a mixture of 10 μg of each ShRNA, 7.5 μg of psPAX2 and 2.5 μg of pMD2.G plasmids in 1 mL of jetPRIME® buffer. Each transfection mix was then vortexed and incubated at RT for 10 min and subsequently added drop-wise to a 10-cm dish containing Lenti-X™ 293T cells (Clontech) at 80% confluence. After culturing the cells for 4 hours, the culture medium was replaced by 10 mL of fresh pre-heated medium (DMEM). Viral supernatants were collected and 0.45-μm filtered at 72 hours. The same procedure was used for ectopic overexpression experiments. TGFBI ORF was amplified from SKWT cDNA using specific primers with end-adaptors containing XhoI and NotI restriction enzyme sites and a Kozak sequence (Supplementary Table 4). These restriction enzymes were used to digest both PCR fragment and pLVX-IRES-tdTomato vector (Clontech) that were subsequently ligated and verified by Sanger-sequencing. This construction (wild-type) was then used as a template to create its mutated version following a PCR based strategy (Supplementary Table 4). Mutations were performed in different binding motifs of the protein, the RGD motif in the C-terminus, the NKDIL motif (amino acids 354-358), the highly conserved tyrosine and histidine residues YH18 motif (amino acids 563-580) and the EPDIM motif (amino acids 617-621) in the second and fourth FAS-1 domains^28^. Lentiviral production was performed following the same procedures as for shRNA constructs. After lentiviral transduction, ZsGreen1-positive or tdTomato-positive cells were sorted by flow cytometry.

**Supplemental tables**

Table 1. Pyrosequencing primers

| CXCL2_**F** | GGTTTTTTAGTTTTAATTATGTATAAAAGG |
| --- | --- |
| CXCL2_**R** | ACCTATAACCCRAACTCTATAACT |
| **PyroSeq_**CXCL2 | AGTTTTAATTATGTATAAAAGGG |
| SLC38A1_**F** | TGTAGGTTGTGTTTAGGGTTAGT |
| SLC38A1_**R** | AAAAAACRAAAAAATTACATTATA |
| **PyroSeq**_SLC38A1 | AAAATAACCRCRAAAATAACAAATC |
| TGFBI_**F** | TGGGTGTTTAGGGTAGTTA |
| TGFBI_**R** | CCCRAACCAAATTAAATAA |
| **PyroSeq**_TGFBI | GGTGTTTAGGGTAGTTAG |

Table 2. MSP primers

|  | **Forward** | **Reverse** |
| --- | --- | --- |
| CXCL2_Methylation | TTAAGGGATTTGATTTACGAC | CGAATCCCTAAAACGAAA |
| CXCL2_Unmethylation | GTTTAAGGGATTTGATTTATGAT | CCCAAATCCCTAAAACAAAA |
| SLC38A1_Methylation | GTTTTTCGGGTTGCGTTCG | TTTTAAATACGCCAAAACCCCG |
| SLC38A1_Unmethylation | GGTTTTTTGGGTTGTGTTTG | ATTTTAAATACACCAAAACCCCA |
| TGFBI_Methylation | AGGGTAGTTAGGGGCGTAC | CCAAATTAAATAAACTACGAACG |
| TGFBI_Unmethylation | TTTAGGGTAGTTAGGGGTGTAT | AAACCAAATTAAATAAACTACAAACA |

Table 3. Primers for qRT-PCR with SYBER Green

|  | **Forward** | **Reverse** |
| --- | --- | --- |
| CXCL2 | gtcatttgttaatatttcttcgtgatg | cactggccattttcttgga |
| SLC38A1 | cttttgccacctttcccttt | gagagaaacaaacatgctccaa |
| TGFBI | GTGTGTGCTGTGCAGAAGGT | CATATCCAGGACAGCACTCG |
| GAPDH | ATCATCCCTGCCTCTACTGG | GTCAGGTCCACCACTGACAC |

Table 4. Oligonucleotides used to create the lentiviral vector

| **Name** | **Sequence** |
| --- | --- |
| Scramble-F | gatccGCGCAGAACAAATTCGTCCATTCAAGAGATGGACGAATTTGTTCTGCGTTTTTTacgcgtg |
| Scramble-R | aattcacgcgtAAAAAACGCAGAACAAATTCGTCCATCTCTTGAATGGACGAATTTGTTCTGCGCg |
| TGFBI-Sh1-S | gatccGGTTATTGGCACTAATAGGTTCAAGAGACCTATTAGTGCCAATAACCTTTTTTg |
| TGFBI-Sh1-AS | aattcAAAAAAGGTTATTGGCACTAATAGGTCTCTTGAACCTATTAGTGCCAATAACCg |
| TGFBI-Sh2-S | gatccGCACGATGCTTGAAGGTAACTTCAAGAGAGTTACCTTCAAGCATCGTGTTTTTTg |
| TGFBI-Sh2-AS | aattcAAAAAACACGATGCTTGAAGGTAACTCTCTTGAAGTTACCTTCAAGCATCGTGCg |
| TGFBI- Sh3-S | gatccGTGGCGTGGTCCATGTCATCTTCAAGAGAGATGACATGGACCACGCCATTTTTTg |
| TGFBI- Sh3-AS | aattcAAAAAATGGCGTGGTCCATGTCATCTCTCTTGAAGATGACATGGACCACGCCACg |
| TGFBI-Sh4-S | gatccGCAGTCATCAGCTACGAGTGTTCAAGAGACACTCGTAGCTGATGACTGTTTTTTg |
| TGFBI-Sh4-AS | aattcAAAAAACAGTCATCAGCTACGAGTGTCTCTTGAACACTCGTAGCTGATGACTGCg |
| TGFBI-Sh5-S | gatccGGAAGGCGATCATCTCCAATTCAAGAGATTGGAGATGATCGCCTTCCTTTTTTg |
| TGFBI-Sh5-AS | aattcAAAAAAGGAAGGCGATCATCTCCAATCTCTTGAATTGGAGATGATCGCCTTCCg |
| TGFBI-XhoI-S | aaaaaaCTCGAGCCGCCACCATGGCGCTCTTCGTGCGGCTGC |
| TGFBI-mut1-AS | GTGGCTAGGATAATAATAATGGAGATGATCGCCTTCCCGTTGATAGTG |
| TGFBI-mut1-S | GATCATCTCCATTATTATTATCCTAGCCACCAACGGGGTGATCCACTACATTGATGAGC |
| TGFBI-mut2-AS | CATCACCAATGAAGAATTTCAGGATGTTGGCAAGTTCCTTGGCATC |
| TGFBI-mut2-S | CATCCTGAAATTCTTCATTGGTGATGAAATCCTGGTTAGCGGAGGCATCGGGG |
| TGFBI-mut3-AS | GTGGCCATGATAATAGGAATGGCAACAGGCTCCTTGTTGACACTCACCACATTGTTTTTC |
| TGFBI-mut3-S | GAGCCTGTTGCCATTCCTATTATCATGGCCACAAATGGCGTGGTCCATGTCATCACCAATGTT |
| TGFBI-mut4-AS | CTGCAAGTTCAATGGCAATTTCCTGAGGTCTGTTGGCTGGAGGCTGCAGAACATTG |
| TGFBI-mut4-S | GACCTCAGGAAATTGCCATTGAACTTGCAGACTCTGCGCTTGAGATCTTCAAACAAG |
| TGFBI-NotI-AS | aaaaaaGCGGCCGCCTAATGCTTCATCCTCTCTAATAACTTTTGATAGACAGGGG |
| TGFBI-FLAG-NotI-AS | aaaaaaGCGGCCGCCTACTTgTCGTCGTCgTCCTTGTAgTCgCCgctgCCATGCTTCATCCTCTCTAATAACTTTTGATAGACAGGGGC |

Table 5. Antibody description

| **Antibody** | **#Ref** | **Supplier** | **Dilution** | **Source** |
| --- | --- | --- | --- | --- |
| **CXCL2** | ab9841 | Abcam | 1:500 | Rabbit |
| **SLC38A1** | ab60145 | Abcam | 1:200 | Rabbit |
| **TGFBI** | BAF2935 | R&D System | 1:500 | Goat |
| **EGFR** | 2231 | Cell Signaling Technology | 1:1000 | Rabbit |
| **p-EGFR** | 2234 | Cell Signaling Technology | 1:500 | Rabbit |
| **HER2** | 2165 | Cell Signaling Technology | 1:1000 | Rabbit |
| **p-HER2** | 6942 | Cell Signaling Technology | 1:500 | Rabbit |
| **AKT** | 9272 | Cell Signaling Technology | 1:1000 | Rabbit |
| **p-AKT** | 4058 | Cell Signaling Technology | 1:1000 | Rabbit |
| **ERK1/2** | 9102 | Cell Signaling Technology | 1:1000 | Rabbit |
| **p-ERK1/2** | 9106 | Cell Signaling Technology | 1:1000 | Rabbit |
| **α-tubulin** | 3873 | Cell Signaling Technology | 1:1000 | Mouse |
| **β-actin** | 3700 | Cell Signaling Technology | 1:1000 | Mouse |

How the deposited data were processed for this re-analysis (not part of the article)

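RNA was measured by RNA-Seq in SK and SKTR cells, with 1 library each, and in 3 libraries of SK cells labelled as resistant to lapatinib, to trastuzumab and then lapatinib (Her/Lap sequential), and to lapatinib and then trastuzumab (Lap/Her sequential). Doses and times for these 3 were not given in the sources used here. The assignment followed the sample titles and the paper, since the growth notes in the labels describe tumors in mice. The methylation array was not analysed here, and methylation values and CpG positions are those of Table 1.

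The authors deposited raw counts per gene, made from stranded poly(A) libraries sequenced in 101-cycle paired-end runs. The deposited FPKM are these counts per 1000 exon bases, scaled by the authors to the library total. The submitters' processing notes name the build hg19, and the aligner, the counter, its strand setting and the annotation release are not given in the sources used here. Each of the 16101 genes had at least 20 counts in 1 or more libraries. Coordinates in the table start at 0, since exon bases equal end minus start in 1624 genes and end minus start plus 1 in 0 genes, and they are given here counted from 1. Of the gene names, 26 had turned into dates and were taken from the Ensembl ID. Some well-known genes were not analysed here.

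The libraries held 38803655 counts in SK, 22204751 in SKTR, 24461305 in the lapatinib-resistant, 27901047 in the Her/Lap sequential and 30254257 in the Lap/Her sequential library. Counts were scaled by TMM factors over the 5 libraries (edgeR 4.0.16 in R 4.3.3), with a prior of 0.5 counts scaled to library size. Genes with at least 10 counts in 1 of the libraries compared were kept, which was 15924 for SK and SKTR, and a fold of 1.5 was used as the paper states. Each ratio of 2 libraries had a 95% exact interval, which covers counting error only. A gene with 0 counts was given as a bound from 3 counts. With 1 library per condition no test across samples was run.

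For 38 gene lists, fixed with the count filters and the folds of 1.5 and 2 before the data were examined, the median log2 ratio was given as its percentile among 10000 random lists of the same size matched in 20 bins of mean expression. This percentile describes these libraries and is no test, and lists with fewer than 4 genes got values only. The text names every gene of the paper's results, Table 1 or Fig. 1e, up to 4 members per list by the absolute log2 ratio, and the 10 largest and 10 smallest ratios among genes with at least 200 counts in 1 library. For each other library against SK, the 5 largest and 5 smallest were named by the same rule. Table 1 had been seen when this rule was written.

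Alternatives were total counts, size factors of DESeq2 1.42.0, FPKM without a pseudocount and with pseudocounts of 0.1 and 1, a prior of 5 counts, no filter, a minimum of 50 counts, an FPKM of at least 1, a fold of 2, and a counting interval wholly beyond 1.5-fold. The spread of medians and correlations came from 200 Poisson draws of the counts. Blocks of 40 neighbouring genes with at least 50 counts in 1 library were used for regions, with a rule that like the 8-fold sets of genes high or low in SK was chosen after the data were seen. The scaling, ratio, interval and list steps were tested on simulated data. In simulated counts for SKTR against SK, 94.0% of the intervals of 50 genes made 1.5-fold different held the true value, and a list of 20 genes with raised counts lay at the percentile 100 of its random lists, while a list of 20 genes left as they were lay at 4.79. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.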

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

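The tests of scaling for chromosome 16, of depth and of related cells for the genes of Table 1, and of depth and of shared reads for the separate parts of the genes high in SK were chosen after the result was seen, and so were the block values, overlaps and draws given beside them. All values compare single libraries.

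The first result is a signal in a region the paper does not discuss: the RNA of the long arm of chromosome 16 (hg19, from 46614466 to 90244752), which holds 2 genes of Table 1 (IRX6 and KIAA0895L), was lower in 2 libraries. Over the 376 genes of the arm, the median log2 ratio to SK was -0.64 in SKTR and -0.65 in Her/Lap sequential, against 0.09 in lapatinib-resistant and -0.01 in Lap/Her sequential. Library scaling by 1 factor would lower the short arm of the same chromosome as much, but its genes had a median of 0.335 in SKTR, and silencing of a few genes is argued against by the 85.6% of the arm's genes that were lower. A loss of gene copies of the arm may account for it, since the interquartile range of the arm exceeded that of the other genes by no more than 0.115, although the medians of blocks of 40 genes along it ran from -0.36 to -1.06 in SKTR and from -0.26 to -1.01 in Her/Lap sequential. DNA copies were not analysed here, and a fall in transcription along the whole arm would look alike.

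A second signal lies in libraries the paper does not report. Of the 31 genes of Table 1, 24 were at least 1.5-fold lower than SK in Her/Lap sequential, 13 in lapatinib-resistant and 11 in Lap/Her sequential, with median log2 ratios of -2.03, -0.46 and -0.27. All lower calls share the SK library: 51.0% of all genes lower in SKTR were also lower in Her/Lap sequential, 34.6% in lapatinib-resistant and 37.0% in Lap/Her sequential, against 18.8%, 20.2% and 18.0% in simulated libraries with no difference and 418, 281 and 398 genes for independent lists, where 1272, 862 and 921 were observed. Part of that excess may come from the shared SK library, but the choice of genes high in SK is argued against by the ratio of Her/Lap sequential to lapatinib-resistant, which left SK out and put the median of the 27 Table 1 genes with enough counts in this pair at percentile 0 of random lists (-1.27, with 18 of them at least 1.5-fold lower). Depth is argued against by the 13 genes in lapatinib-resistant, whose total lies near that of SKTR. A loss of copies around the 31 genes as a set is argued against by the median of -0.0301 over their 20 nearest genes in SKTR. For single genes this value ran from -0.88 (KIAA0895L) to 0.32 (LRRC61), with KCNJ12 at -0.51 and IGFBP7 at -0.50. A loss at single loci is therefore left open. A shared origin of SKTR and Her/Lap sequential and a shared exposure to trastuzumab were not told apart. Both predict a correlation across genes without a shared library (Pearson r 0.296, but 0.178 with FPKM + 1, and Spearman's rho 0.141). Exposure alone would also predict one for Lap/Her sequential, labelled as resistant to lapatinib and then trastuzumab, where r was -0.0004 and rho -0.0669. That is a single library with unknown doses and times, so it does not decide between them. Of the 26 Table 1 genes lower in SKTR, 21 were lower in Her/Lap sequential, within the 14 to 22 of random draws matched on the SKTR ratio.

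A further result concerns genes of which only ANGPTL4 is among those the paper lists: 24 genes with at least 50 counts in SK were at least 8-fold higher in SK than in each of the 4 resistant libraries. Counted once where they overlapped, 41.7% remained, and the part made of 14 protocadherin alpha genes held between 244 and 314 counts in SK (the smallest 77.7% of the largest), so that shared reads may make it a single signal. The other 10 genes, which include GSTT1, ANGPTL4, RIPK3, PLAU and TMSB4X, kept 90% when overlapping ones were counted once. TMSB4XP8, by its name a pseudogene of TMSB4X, is also among them and may share its reads. The overlap of positions does not show this. The counts of the 24 genes came to no more than 4.68% of those expected from SK at the total of any resistant library. GSTT1 was at 0 in all 4. The 24 genes were chosen on values scaled for depth, so these low counts follow from the choice and cannot test depth. For the other 10 genes, a loss of copies of a wide region is argued against by medians over the 20 nearest genes from -0.42 to 0.18 in SKTR. Over all 24 genes this value had a median of -0.21, which is that of most protocadherin alpha genes. On chromosome 5 from 140201222 to 141258811, the block of 40 genes that holds many of these had a median log2 ratio of -5.67 in SKTR. It was -0.72 in lapatinib-resistant, -2.82 in Her/Lap sequential and -2.48 in Lap/Her sequential, so a loss there is not argued against. Loss of single genes, silencing and a common origin of the resistant cells stay open and were not tested.

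CXCL2 differed in direction between libraries, which was not tested: from 27 counts in SK it had 0 in SKTR and 1 in Her/Lap sequential, and 52 in lapatinib-resistant and 147 in Lap/Her sequential. In the libraries the paper does not report, NFIX, a transcription factor with 0 counts in SK and SKTR, was at least 143.4-fold higher than SK in lapatinib-resistant, at least 121.9-fold in Her/Lap sequential and at least 142.1-fold in Lap/Her sequential. In Lap/Her sequential, AC073236.3 was at least 177.3-fold higher than SK. GSTT1 was at least 58.4-fold lower in lapatinib-resistant. TFCP2, a transcription factor, was at least 178.3-fold lower in Her/Lap sequential, with 749 counts in SK and 0 there. BTBD6 had 1126 counts in SK and 1 in Lap/Her sequential, a log2 ratio of -9.16 (95% counting interval -15.08 to -7.29).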

How the results depend on the processing

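The alternatives without the long arm of chromosome 16 and with the protocadherin alpha genes counted once were chosen after the data were seen. They gave 2288 and 2478 lower genes against 2492. The cause of the other shifts was not tested, except that stricter thresholds and filters leave fewer genes. A pseudocount on the FPKM also shrinks the ratios of genes whose FPKM lies near or below it. With a pseudocount of 1 on the FPKM, 1009 genes were higher, 1289 lower and 13 of the 31 lower, SKTR stood apart in 554 genes (1512 in the main setting), the log2 ratio was -0.65 for TGFBI and -0.56 for CXCL2, and 133 of 183 named genes and 16 of 34 list medians shifted. A fold of 2 gave 947 higher and 1335 lower, and a counting interval wholly beyond 1.5-fold gave 1216 and 1160. An FPKM of at least 1 gave 1407 higher genes and 9 of the 31, and a minimum of 50 counts 15 of the 31. Both filters also took genes out of the 31. The pair of SK and SKTR ranked 5 of 10 by the number of genes at 1.5-fold, 2 at a fold of 2, and 4 with FPKM + 0.1, FPKM + 1, a prior of 5, no filter, an FPKM of at least 1 and the interval beyond 1.5-fold. Without a shared library, the Pearson r of SKTR with Her/Lap sequential was 0.242 (FPKM), 0.235 (FPKM + 0.1), 0.178 (FPKM + 1) and 0.268 (prior of 5), and Spearman's rho was 0.133 (FPKM) and 0.122 (FPKM + 1). With Lap/Her sequential r was -0.0163, -0.0251 and -0.0677 for these FPKM settings and rho was -0.0870 with FPKM + 1. The median of the cell cycle genes, 0.04 in the main setting, was -0.0112 with total counts, -0.0111 with FPKM, -0.0110 with FPKM + 0.1 and -0.0109 with FPKM + 1. CXCL2 has no ratio on FPKM without a pseudocount, since SKTR is at 0. The counts of all 10 pairs shifted with FPKM + 1, a fold of 2 and the interval beyond 1.5-fold, to 789, 1000 and 766 for lapatinib-resistant and Lap/Her sequential. The depth of SKTR limits genes of low level: 7 genes of Table 1 had 1 to 3 counts there. No paired analysis was possible because each condition has 1 library.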

Differences from the paper's values

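No test in this part was chosen after the result was seen. At the paper's fold of 1.5, the paper's numbers of 1995 overexpressed and 3191 downregulated genes stand beside 2165 higher and 2492 lower here, and the paper's text names no filter or pseudocount. The main values lie within 1.5 times of the paper's. Of the settings set before the data were examined, the nearest to both were total counts (1928 and 2741) and FPKM without a pseudocount (1935 and 2690), and none gave 3191 lower genes.

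The paper lists 31 genes of Table 1 as downregulated at this fold, and 26 of them were at least 1.5-fold lower here. KIAA0895L (log2 ratio -0.58), SPDYA (-0.54), IRX6 (-0.49), RRP1B (-0.48) and CYP4X1 (-0.46) lay just short of -0.58, the log2 of 1.5-fold, and all were lower in direction. With total counts and with FPKM without a pseudocount, KIAA0895L (-0.63 and -0.64) and SPDYA (-0.59 and -0.60) passed it, and KIAA0895L also did with FPKM + 0.1 (-0.62). IRX6, RRP1B and CYP4X1 did not pass it under any setting run, and no setting gave 31.

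The paper ranks TGFBI as the gene with the greatest decrease among the 3 selected genes by qRT-PCR, which is another assay on the same cell models. In the RNA-Seq counts CXCL2 was at least 4.96-fold lower and TGFBI 4.01-fold lower (95% counting interval 2.86 to 5.86). The 95% counting bound of CXCL2 was 3.77-fold, so the order of both was not settled by the counts. SLC38A1 had the smallest difference of the 3 at 1.99-fold in the main setting. With FPKM + 1 the order turned, with log2 ratios of -0.95 for SLC38A1, -0.65 for TGFBI and -0.56 for CXCL2. The pseudocount exceeds the FPKM of TGFBI (0.914) and CXCL2 (0.4765) in SK and so shrinks their ratios. SLC38A1 had an FPKM of 14.77 in SK and was little affected.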

Other observations

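The rule for regions, the counts of genes shared by 2 libraries and the genes low in SK were chosen after the data were seen. In SKTR, FGFR1, a growth factor receptor, had 649 counts in SK and 10 in SKTR (log2 ratio -5.11), and 6 of 13 receptor tyrosine kinases linked to bypass were lower and 2 were higher. Of 20 integrins, 5 were higher and 1 was lower. Among 14 drug efflux transporters, 5 were higher and 6 were lower, with ABCC11 at -4.09 and ABCC2 at 2.94. Of 11 mucins and genes of the glycocalyx, CD44, a receptor of hyaluronan, was at 3.25 and MUC5B, a secreted mucin, at -3.31. Hypoxia targets went both ways (4 higher and 4 lower of 19), with ADM, a vasodilator peptide, at 2.56 and DDIT4, an inhibitor of mTORC1, at 2.41. Of 17 genes of DNA methylation and demethylation, 15 lay within 1.5-fold, and TET3, a methylcytosine dioxygenase, was at -1.63 and ZBTB4, which binds methylated DNA, at 0.82. Of 9 germline genes known to be silenced by methylation, SSX1, with 2 counts in SK and 30 in SKTR, was at 4.36 (95% counting interval 2.79 to 7.88) and MAGEA12 at -3.06. The 4 mitochondrially encoded genes with values had a median of -0.61 in SKTR (percentile 0.11), and of -0.88, -1.38 and -1.20 in lapatinib-resistant, Her/Lap sequential and Lap/Her sequential.

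In SKTR, the medians of other lists were 0.18 for HER receptors and ligands, -0.14 for the PI3K-AKT-mTOR pathway, 0.46 for mesenchymal markers (percentile 96.8), -0.07 for fatty acid synthesis, 0.01 for cholesterol synthesis, -0.08 for glycolysis, 0.17 for the unfolded protein response, 0.12 for apoptosis regulators and -0.08 for replication-dependent histones. Of 32 cell cycle genes, 29 lay within 1.5-fold. Of markers of other cell types, COL1A1 of fibroblasts was at -0.61, GPD1 and PLIN1 of adipocytes at 0.65 and -0.01, and CDH5, ESAM and VWF of endothelium at -0.93, 0.38 and -0.16.

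In the 3 libraries that the paper does not report, the largest ratios to SK were held by NFIX, AC073236.3 and the following genes. MAGEC2, a cancer-testis gene, had 9 counts in SK, 13 in SKTR and 6 in Her/Lap sequential, and 681 in lapatinib-resistant and 1470 in Lap/Her sequential. PAGE2 and PAGE5, also of this class, were at log2 ratios of 5.96 and 5.89 in lapatinib-resistant, and LEPREL1, a collagen prolyl hydroxylase, was at 6.79. In Lap/Her sequential, SAGE1, another cancer-testis gene, had 678 counts against 1 in SK (9.02, 95% counting interval 7.29 to 15.08), and TRIM55, a muscle ubiquitin ligase, had 293 against 2 (7.14, interval 5.69 to 10.61). In Her/Lap sequential, GJB2 was at 8.41, GAS6, a ligand of the receptor AXL, at 8.18, CHI3L1, a secreted glycoprotein, at 7.64, and AKR1C2 at 5.92.

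Among the smallest ratios, FBP1, an enzyme of gluconeogenesis, had 3028 counts in SK, 23 in SKTR, 693 in lapatinib-resistant, 6 in Her/Lap sequential and 503 in Lap/Her sequential. In the same order, NLRP1, an inflammasome sensor, had 465, 4, 361, 0 and 571 counts, TMSB4X, which binds actin, 264, 4, 7, 0 and 5, and ZDHHC4, a palmitoyltransferase, 385, 122, 1, 91 and 0. ANGPTL4 had 3 counts in lapatinib-resistant (log2 ratio -7.86, interval -10.33 to -6.50) and 4 in Lap/Her sequential (-7.76). CACNA1H, a calcium channel, was at -6.04 in lapatinib-resistant and PCDHA8, with 2 counts there, at -6.01 (-9.34 to -4.41). MFAP2, a microfibril protein, had 2 counts in Lap/Her sequential (-6.25, interval -9.64 to -4.71), where GSTT1 was at least 71.9-fold lower, against at least 66.2-fold in Her/Lap sequential. In the same order as above, TGFBI had 271, 37, 181, 47 and 187 counts and SLC38A1 3026, 838, 877, 1373 and 1619. These counts are not scaled to library size. Scaled, TGFBI was at 6.93 CPM in SK and lower in SKTR (1.73 CPM) and Her/Lap sequential (1.697 CPM). It lay within 1.5-fold of SK in lapatinib-resistant (7.35 CPM, log2 ratio 0.08) and Lap/Her sequential (6.16 CPM, log2 ratio -0.17). SLC38A1 had log2 ratios to SK of -0.99 in SKTR, -1.12 in lapatinib-resistant, -0.65 in Her/Lap sequential and -0.54 in Lap/Her sequential. Only the last lay within 1.5-fold. In each of the 4 resistant libraries, 16 entries were at least 8-fold higher than in SK with the prior count added. Among them were AKR1C2, GJB2, BST2, IGFBP3, SAA1 and CFB, which has a pair of overlapping entries. NNMT and SP140, also among the 16, had 0 counts in SK and 10 in SKTR. Their folds rest on the prior count and are not bounds from the floor of 3 counts.

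Across the 5 libraries, SK and SKTR differed in 4657 genes at 1.5-fold, and SKTR and Lap/Her sequential in 6086, the largest number of the 10 pairs. The lapatinib-resistant and Lap/Her sequential libraries differed in 2558, the smallest. SKTR lay apart from each of the other 4 libraries in 1512 genes (686 above and 826 below), and SK in 998. SKTR and Her/Lap sequential were both above the other 3 libraries in 177 genes and both below in 452, and lapatinib-resistant and Lap/Her sequential in 360 and 177. The log2 ratios of SKTR to SK had a Spearman's rho of 0.141 with those of Her/Lap sequential to lapatinib-resistant, and of -0.0669 with those of Lap/Her sequential to lapatinib-resistant, where Pearson's r was -0.0004. These are across genes, which are not independent replicates.

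Stretches of at least 3 blocks of 40 genes with a median log2 ratio to SK of 0.35 or more in either direction lay on 3 chromosomes. On chromosome 16 of hg19 from 64043 to 4588829, the median was 0.49 in SKTR and 0.26, 0.37 and 0.28 in lapatinib-resistant, Her/Lap sequential and Lap/Her sequential. On chromosome 20 from 251504 to 34547394, it was 0.12 in SKTR and -0.49, -0.36 and -0.46 in the others. On chromosome 7 from 75831216 to 128411861, it was -0.51 in Lap/Her sequential, against 0.27 in SKTR.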
